# Comparative toxicological assessment of 2 bisphenols using a systems approach: evaluation of the behavioral and transcriptomic responses of *Danio rerio* to bisphenol A and tetrabromobisphenol A

**DOI:** 10.1093/toxsci/kfae063

**Published:** 2024-05-10

**Authors:** Michael G Morash, Morgan W Kirzinger, John C Achenbach, Ananda B Venkatachalam, Jessica Nixon, Susanne Penny, Joëlle Pinsonnault Cooper, Deborah E Ratzlaff, Cindy L A Woodland, Lee D Ellis

**Keywords:** endocrine disruption, transcriptomics, RNA-seq, zebrafish

## Abstract

The zebrafish (*Danio rerio*) is becoming a critical component of new approach methods (NAMs) in chemical risk assessment. As a whole organism *in vitro* NAM, the zebrafish model offers significant advantages over individual cell-line testing, including toxicokinetic and toxicodynamic competencies. A transcriptomic approach not only allows for insight into mechanism of action for both apical endpoints and unobservable adverse outcomes, but also changes in gene expression induced by lower, environmentally relevant concentrations. In this study, we used a larval zebrafish model to assess the behavioral and transcriptomic alterations caused by subphenotypic concentrations of 2 chemicals with the same structural backbone, the endocrine-disrupting chemicals bisphenol A and tetrabromobisphenol A. Following assessment of behavioral toxicity, we used a transcriptomic approach to identify molecular pathways associated with previously described phenotypes. We also determined the transcriptomic point of departure for each chemical by modeling gene expression changes as continuous systems which allows for the identification of a single concentration at which toxic effects can be predicted. This can then be investigated with confirmatory cell-based testing in an integrated approach to testing and assessment to determine risk to human health and the environment with greater confidence. This paper demonstrates the impact of using a multi-faceted approach for evaluating the physiological and neurotoxic effects of exposure to structurally related chemicals. By comparing phenotypic effects with transcriptomic outcomes, we were able to differentiate, characterize, and rank the toxicities of related bisphenols, which demonstrates methodological advantages unique to the larval zebrafish NAM.

The development of new approach methods (NAMs) for chemical risk assessment is critical as governments move away from animal testing. NAMs take advantage of a number of models including cell-based, computational (*in silico*), adverse outcome pathways, and other nonanimal replacement strategies (Bajard et al. 2023). Although information gained from cell-line testing can provide valuable insight for toxicological mechanisms in individual cell types, testing on multiple cell lines fails to provide a system-level approach for chemical hazard assessment. As such, cell-based assays/*in silico* models for use in risk assessment may be unable to capture apical endpoints/adverse outcomes (Brescia et al. 2023). An important advantage of the whole organism approach, with completely formed and interconnected organ systems, is that it allows for the assessment of each of the 4 main components of chemical disposition (ADME), and not just metabolism, as the chemical traverses the entire whole organism prior to elimination. This allows for evaluation of toxicokinetic effects which (i) cannot be assessed using standard NAMs, such as cell-based lines as they may lack metabolic competence (Magurany et al. 2023; Parish et al. 2020); (ii) incorporate effects on signaling molecules (i.e., kinases) and on transporter proteins (i.e., multi-drug-resistant (mdr) proteins) involved in all ADME steps; and (iii) predict effects of chemical bioaccumulation in adipose tissue which can potentiate toxicity in fasting conditions (Casarett et al. 2001).

Accurate evaluation of chemical effects in order to establish an adverse outcome must include the above parameters, which at this time is only possible using a systems approach (whole-organism) model. Zebrafish embryo/larvae models have been developed and accepted as a NAM for environmental toxicological testing (OECD 2013) and given that in Canada and the EU it is considered an *in vitro* (nonanimal) model up to 5 days post fertilization, they offer a unique series of benefits (Batt et al. 2005; Directive 2010). They provide a system-level approach to toxicological testing that has been used to allow both toxicokinetic and transcriptomic paradigms to successfully predict chemical toxicity (Lai et al. 2021; Gou et al. 2023; Morash et al. 2023). In this paper we report on toxicity testing conducted on 2 related chemicals, bisphenol A (BPA) and tetrabromobisphenol A (TBBPA), using the well-described general and behavioral toxicity (GBT) larval exposure paradigm (Achenbach et al. 2020; Morash et al. 2023), which assays toxicity once organogenesis and organ patterning has been established. Compared with the OECD 236 fish embryo toxicity assay, the exposure window in the GBT assay (72- to 120-h postfertilization) prevents issues such as hatching defects, which could have downstream nonchemical mediated effects on behavior and development, along with perturbations in early development processes that may complicate assessment of phenotype causes.

BPA is a demonstrated endocrine-disrupting chemical (Almeida et al. 2018), which can interact with androgenic and thyroid receptors (Rochester 2013). In zebrafish, BPA induces changes in a number of estrogen-related pathways (Kubota et al. 2023) and in multiple aspects of the thyroid hormone system (Lee et al. 2019). Phenotypically, BPA toxicity manifests in several well-described pathologies, including imbalances in lipid utilization that lead to yolk resorption defects (Martinez et al. 2020) and perturbations in metabolic pathways (Qiu et al. 2019). Similarly, issues of pericardial edema (Achenbach et al. 2020) and decreased heart rate (Sundarraj et al. 2021) are well-documented. Mechanistically, BPA exposure has been shown to induce production of reactive oxygen species (ROS), leading to alterations in immune function (Qian et al. 2023), changes in brain morphology (Yang et al. 2023), and the expression of a number of developmental genes (Heredia-García et al. 2022). Although BPA-induced locomotor alterations have been described (Wang et al. 2021; Gu et al. 2022), there is not yet a consensus on the precise source and extent of these deficits (Coumailleau et al. 2020; Scaramella et al. 2022).

TBBPA is a brominated derivative of BPA, used mainly as a flame retardant in electronic plastics and resins (Malkoske et al. 2016). Exposure to TBBPA has been documented to occur via water contamination, in TBBPA-containing dust, and through breastmilk (Feiteiro et al. 2021). Although there is an extensive documentation of the results of BPA exposure on zebrafish, less is known regarding TBBPA. The endocrine-disrupting activity of TBBPA is mediated primarily through interactions with the thyroid system, including changes in T3/T4 ratio, and potentially expression of thyroid-related genes (Chen et al. 2016; Zhu et al. 2018). A limited number of phenotypes observed in zebrafish have been ascribed to TBBPA exposure, including a reduction in eye size (Baumann et al. 2016), hematopoietic toxicity (Pang et al. 2020), and hatching (Achenbach et al. 2020). Although deficits in coiling have been noted (Zhu et al. 2022), there is contradictory evidence for locomotor effects (Kacew and Hayes 2020).

In this paper, we demonstrate several advantages of our larval zebrafish platform by differentiating toxicological mechanisms of 2 highly similar chemicals, BPA and TBBPA. In addition to expanding upon previously reported differences in behavioral effects, using a whole transcriptome approach, we identify both common and distinct pathways associated with the well-documented phenotypic profiles. Lastly, we used a transcriptomic benchmark dose (BMD) approach to determine point of departure (POD) limits and identify the most sensitive pathways. This work highlights the importance of incorporating transcriptomics into the larval zebrafish model as it becomes a sensitive tool for chemical risk assessment.

## Materials and methods

### Chemicals

BPA (CAS No. 80-05-7, purity>99%), TBBPA (CAS No. 79-94-7, purity ≥99%), and DMSO (Cat No. D8418, purity ≥99%) were all purchased from Sigma-Aldrich (Oakville, ON, Canada). Both bisphenols were dissolved in DMSO at a stock concentration of 200 mM. All stocks were stored at −20°C.

### Animal husbandry

The afternoon prior to breeding, multiple male and female zebrafish (AB/Tub hybrids, previously reported; Morash et al. 2023) from different parental lineages were placed in 2–4 recirculating tanks containing dividers to separate the sexes. The next morning, dividers were removed and breeding allowed to occur for 1 h before the egg clutch was collected. For all experiments, experimental replicates used different clutches. Zebrafish embryos were kept in E3 media (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_–2H_2_O, 0.33 mM MgSO_4_–7H_2_O) in 10 mm × 150 mm disposable polystyrene petri dishes at 28.5°C and sorted for fertilization at 3- to 4-h postfertilization (hpf). Embryos were then transferred to Pentair Aquatic Ecosystem (Apopka, FL, USA) nursery baskets (200 embryos per basket) residing in a 3-l tank in a ZebTec Recirculation Water Treatment System (Tecniplast USA, Easton, PA, USA) and raised until 72 hpf. The room housing the recirculation system was kept on a 14:10-h light: dark cycle and water temperature was maintained at 28.5 ± 0.5°C. System temperature, conductivity (900–1000 µS), and pH (7.2–7.6) were measured every day. Ammonia, nitrate, nitrite, and chlorine were measured weekly and always kept within acceptable parameters. All procedures were performed in accordance with the Canadian Council of Animal Care guidelines.

### Behavioral analysis

72 hpf larvae were individually transferred to a 48-well microtiter plate in 450 µl of a HEPES buffered E3 (HE3) medium (E3 medium, 10 mM HEPES, pH 7.2). For these experiments, subphenotypic concentrations of BPA (5 and 20 µM) and TBBPA (0.5 and 1 µM) were used. Each well then received 50 µl of a 10 X stock of test chemical or carrier control (CC), plates were sealed, and incubated at 28.5°C without media replenishment for 48 h. At 120 hpf, the film was removed from the plates, and the plates placed in a DanioVision larval tracking system with EthoVisionXT17 software (Noldus Information Technology Inc., VA, USA). Activity was recorded in 1-min bins using dynamic subtraction at 28.5° C under lighted conditions (15 µmol m^−2^ s^−1^) for 90 minutes, followed by alternating 5-min dark/light cycles. Dead or phenotypically abnormal larvae were removed from analysis and each larvae represented an independent measurement. Three replicates of 12 larvae were used in each experiment. In addition to total distance traveled (mm/min), changes in well location were calculated during the dark phases. Each well (arena) was divided into 2 zones, a centered inner circle of 6 mm (Inner), and a remaining 2 mm ring (Outer) extending from the edge of the inner zone to the well edge (inner zone = ∼36% of total area). The cumulative duration (CD) of the time spent in the inner zone was calculated and expressed as a percent of total time. Statistical analysis was performed using 1-way ANOVA with a Dunnett’s multiple comparisons test.

### Transcriptomics sampling

Transcriptomic sampling and sequencing were performed as described previously (Morash et al. 2023). Briefly, 72 hpf larvae were individually transferred to a 96-well round well microtiter plate in 270 µl of HE3 medium. Each well then received 30 µl of a 10 X stock of test chemical at their previously calculated (Achenbach et al. 2020) EC_20_ value (BPA 48.3 µM and TBBPA 2.92 µM) with a 10-fold dilution series. 0.5% DMSO was used as a CC. Plates were sealed and incubated at 28.5°C without media replenishment. 20 phenotypically normal larvae were collected at 120 hpf (48 h of exposure) into Corning Netwell baskets and rinsed 5 times in CC media, followed by once in Milli-Q type I water and collected into microcentrifuge tubes. After removing all residual water, larvae were flash-frozen on dry ice and stored at −80°C. This procedure was repeated 3 separate times to generate the 3 distinct replicates.

### RNA isolation and sequencing

Total RNA was isolated using the Norgen BioTek Corp Total RNA Purification kit (Norgen Cat No. 17200, Thorold, ON, Canada) with the optional RNase-Free DNase I kit (Norgen Cat No. 25710, Thorold, ON, Canada). Total RNA was quantitated by spectroscopy with average recoveries of BPA GBT—174.68 µg/ml (71.16–326.12), and TBBPA GBT—258.65 µg/ml (181.5–358.48). RNA integrity was determined on an Agilent Bioanalyzer using an Agilent RNA 6000 pico kit, RIN values averaged 8.7. 1 µg of total RNA was used to prepare sequencing libraries using the Illumina Truseq Stranded mRNA kit and sequenced on an Illumina Hiseq 2500 using High Output V4 2×125 bp chemistry. Library sizes averaged ∼12 M reads per sample. Reads were aligned to the zebrafish genome (GRCz11) using STAR under default parameters (Dobin et al. 2013). Approximately 84% of all reads were uniquely mapped to the genome, whereas 12.6% of reads mapped to multiple loci and ∼2.5% of reads were not mapped. Sequencing data was uploaded to the NCBI Gene Expression Omnibus repository (GSE240125). Key alignment statistics are shown in Table S1.

### Differential gene expression analysis

Raw reads were trimmed using cutadapt (Martin 2011), quality control assessed using Fastqc (Andrews 2010), and reads per gene calculated using STAR aligner (Dobin et al. 2013; Dobin and Gingeras 2015) in quant mode. Read counts from STAR were imported into DESeq2 (Love et al. 2014) for all differential gene expression (DEG) analyses using an adjusted *P*-value false discovery rate (FDR) of 0.05 (Benjamini and Hochberg) and a log-fold change of 1.5. The design parameter for DESeq2 was set as “∼replicate+condition” to normalize within samples. Results of pairwise comparisons for BPA and TBBPA are shown in Files S1 and S2, respectively. Volcano plots were generated in R (R Core Team (2022). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria), heatmaps using pHeatmap (Kolde 2012) (pheatmap: Pretty Heatmaps. R package version 1.0.12). Distance measure was performed using the Pearson correlation, with a normalized count threshold of 25, and graphed as log2 (EC_20_/CC) with no row scaling.

### Gene ontology analysis

DEGs identified above were used for gene ontology (GO) term analysis using g:Profiler (https://biit.cs.ut.ee/gprofiler/gost) with default settings except using “All Genes” and a Benjamini–Hochberg FDR of 0.05. Selected GO-terms, Reactome, and the KEGG pathways reported herein were manually curated based on their statistical significance (most significant) and their relation to previously described phenotypic effects. For the sake of clarity, terms and pathways with term sizes >1000 were not reported in the results. Full lists are included in Files S3 and S4.

### BMD curve fitting and POD calculations

Normalized quantile data from DESeq2 was imported into BMDExpress 2.3 (Phillips et al. 2019). Imported data was prefiltered using the Williams Trend Test (1.5-fold cut-off) and the resulting genes subjected to BMD curve fitting using all fitting models. Postfiltering was performed to remove curves with a ratio of upper and lower confidence intervals >40 (BMDU/BMDL>40), a BMD greater than the highest concentration tested, and a BMD <10-fold below the lowest tested concentration.

The 10th percentile of the postfiltered BMD values was calculated and expressed as the transcriptomic POD (tPOD) (10th). The same postfiltered BMD values were also analyzed for modes and antimodes using a custom R script (Page-Lariviere et al. 2019). The first mode is expressed as the tPOD (mode). Mode graphs are shown in Fig. S1. The genes comprising the first mode grouping were subjected to GO-term analysis as described above, the results are shown in Files S5 and S6.

## Results

### Behavioral analysis

Because of conflicting reports in the literature, we initially assessed whether BPA and TBBPA were able to induce behavioral alterations. When compared with their vehicle control, there was no significant change in the baseline distance traveled or in the initial startle response for either BPA (Fig. 1A and B) or TBBPA (Fig. 1D and E). However, BPA induced a change in the thigmotactic response (see discussion), which was measured as an increased time spent in the center zone of the well during the first dark phase (Fig. 1C). During the dark phase, vehicle control larvae spent approximately 15.9 ± 1.6% of the time in the inner zone, compared with 25.2 ± 2.2% (*P* < 0.01) in the inner zone for BPA-treated larvae. TBBPA exposure did affect the thigmotactic response (Fig. 1F).

**Fig. 1.**
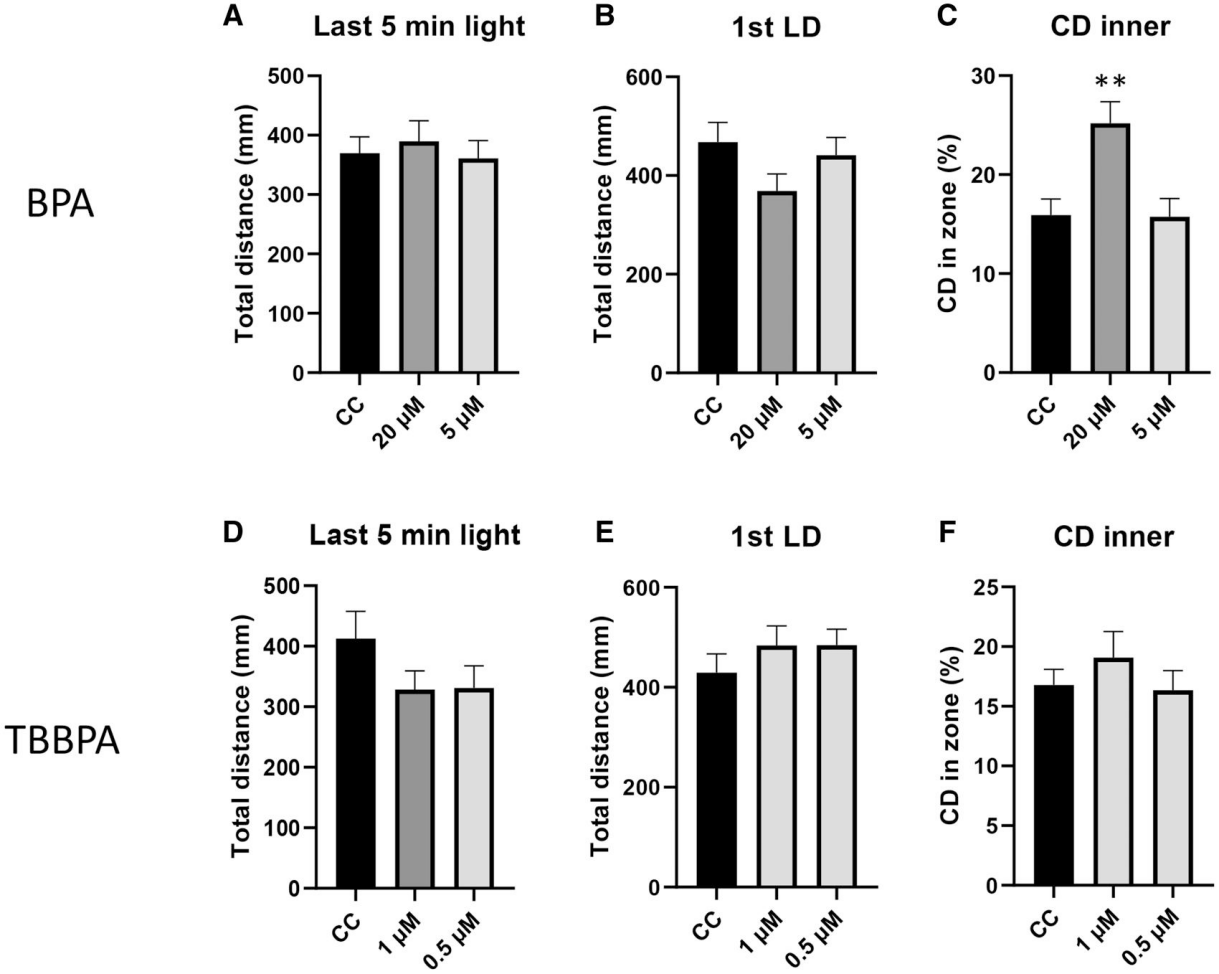
Behavioral analysis of BPA (a–c) and TBBPA (d–f) treated larvae. Total distance traveled over the last 5 min of the acclimatory baseline phase (last 5 min light) (a and d), and the total distance traveled over the first 5 min dark phase—the previous 5-min light phase (first LD) (b and e). Also, the cumulative duration (CD) of time spent in the center of the arena during the 5-min dark phase was assessed (c and f). All concentrations are in micromolar. **P < 0.01. *n* = 3, 12 larvae per replicate.

#### Differential gene expression

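RNA was sequenced from pools of 20 phenotypically normal zebrafish larvae exposed to BPA, TBBPA or the carrier for 48 h, from 72 to 120 hpf. Each chemical was tested at 5 concentrations, 10-fold apart, of which the highest was its EC20 (48.3 µM for BPA and 2.92 µM for TBBPA), and had its own carrier control (CC). Each of the 6 groups per chemical was sampled 3 times, with different clutches, which gave 18 libraries per chemical and 36 in all. The paper gives the CC as 0.5% DMSO, whereas the sample labels of the controls name 0.5% of the test chemical, and the paper's description was used here. The authors trimmed the reads with cutadapt, aligned them to GRCz11 with STAR, counted the reads of each gene in STAR's quant mode and deposited the counts divided by DESeq2's size factors, in a table for each chemical. The whole reads behind these normalized counts could be recovered for 100% of the values in each library. Between 6056692 and 16520859 reads per library lay on genes in the BPA series (median 7235878), and between 7865327 and 11478099 in the TBBPA series (median 9029284). The CC libraries had 7087386 to 16520859 reads (median 7541899) for BPA and 7865327 to 9472172 reads (median 8448028) for TBBPA. The EC20 libraries had 6277435 to 12636410 reads (median 7881648) for BPA and 8092101 to 9815406 reads (median 8830917) for TBBPA. Differences from the CC were tested here with limma on log2(normalized count + 1) over the 18 libraries of a chemical, with the replicate number as a block as in the authors' design, and p-values were adjusted by the Benjamini-Hochberg (BH) method. Fold changes are therefore on the log2(value + 1) scale, which understates the change of genes with few reads. Genes with a mean normalized count of at least 10 were tested, 17248 genes for BPA and 18400 for TBBPA, and a count of 3 reads was taken as the floor, against which changes of groups under it are given as lower bounds. Principal component 1 of the BPA libraries held 38.6% of the variance and set replicate 3 at 4.83 µM, with a score of 125, apart from the other libraries. The 3 libraries at 48.3 µM had the lowest scores on component 2, from −60.7 to −53.7. In the TBBPA series, the 3 libraries at 2.92 µM had the highest scores on component 1, from 22.9 to 35.9, and replicate 2 at 0.000292 µM lay apart on component 2, with a score of −37.7.

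**Figure D1:**
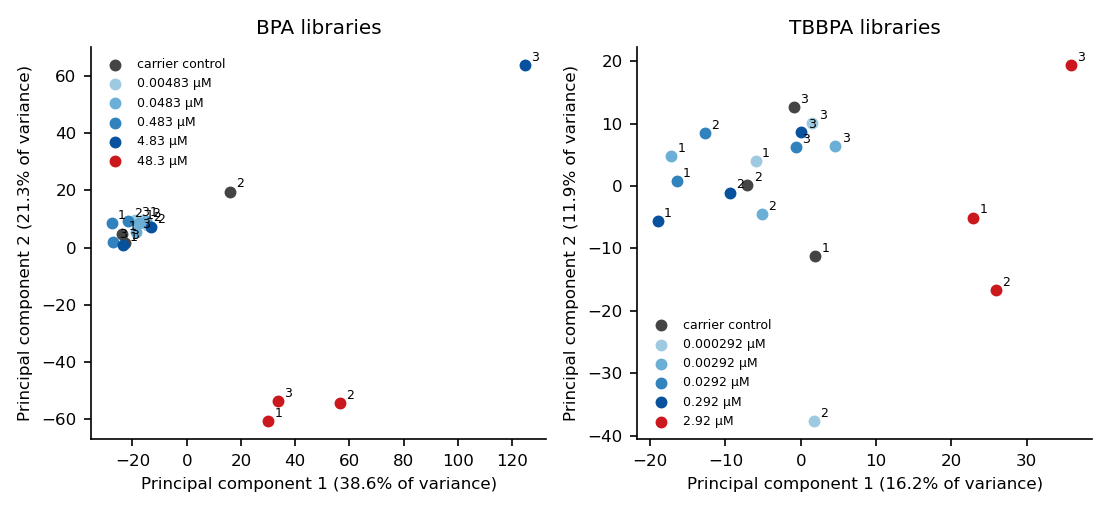
Scores of the 18 BPA libraries (left) and the 18 TBBPA libraries (right) on principal components 1 and 2 of log2(normalized count + 1), with 1 point per library, coloured by concentration and numbered by replicate. The 3 libraries at each EC20 lie apart from the CC, and BPA replicate 3 at 4.83 µM lies at a score of 125 on component 1.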

DEG was determined by pairwise comparison of the EC_20_ values (previously calculated, see Materials and methods) and CC samples using DESeq2. Statistically significant DEGs were identified using a fold-change of 1.5 (log2 = 0.585), and an adjusted *P*-value (q)<0.05. 

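At 48.3 µM BPA, 1219 genes rose and 1195 genes fell by at least 1.5-fold with a BH-adjusted p-value from limma under 0.05, 2414 DEGs in all, and 5335 genes had an unadjusted p-value under 0.05. Without replicate 3 at 4.83 µM, the library apart on component 1, 1550 genes rose and 2009 fell. At 2.92 µM TBBPA, 121 genes rose and 37 fell, 158 DEGs in all, and 3634 genes had an unadjusted p-value under 0.05. Of the BPA DEGs that changed the same way in all 3 replicate pairs, those that rose most were hbae5 (ENSDARG00000045142), lepb (ENSDARG00000045548), c4b (ENSDARG00000038424), arf4b (ENSDARG00000100339) and gstp1.1 (ENSDARG00000103019), with log2 fold changes from 5.68 to 6.36 for those other than lepb. The value of c4b was 7.80 ± 0.522 in the CC and 505 ± 116 at 48.3 µM (SD, n = 3; log2 fold change 5.82, standard error 0.38, adjusted p = 4.11e-07 from limma with BH adjustment). The reads of lepb in the CC, at most 2 per library, were under the floor, so that its value was at least 43.5-fold higher at the EC20. The BPA DEGs that fell most were crp2 (ENSDARG00000056498), ahsg2 (ENSDARG00000069293), kcnv2b (ENSDARG00000062906), cbln8 (ENSDARG00000019294) and si:dkey-97a13.12 (ENSDARG00000095649), with log2 fold changes from −4.00 to −3.38 for those other than cbln8. The value of ahsg2 was 69.4 ± 20.2 in the CC and 3.47 ± 1.01 at 48.3 µM (SD, n = 3; log2 fold change −3.96, standard error 0.36, adjusted p = 7.50e-06 from limma with BH adjustment), and cbln8, with at most 2 reads per library at the EC20, was at least 5.16-fold lower. The TBBPA DEGs that rose most were si:ch211-153b23.3 (ENSDARG00000104919), sult5a1 (ENSDARG00000007769), irg1l (ENSDARG00000062788), ENSDARG00000117266 and si:ch211-153b23.4 (ENSDARG00000077169), with log2 fold changes from 1.95 to 2.98. The value of sult5a1 was 12.8 ± 2.52 in the CC and 114 ± 81.6 at 2.92 µM (SD, n = 3; log2 fold change 2.86, standard error 0.49, adjusted p = 0.00467 from limma with BH adjustment). Those that fell most were si:dkey-286h2.3 (ENSDARG00000068290), vwa11 (ENSDARG00000098805), ENSDARG00000037813, si:ch73-55i23.1 (ENSDARG00000042090) and ENSDARG00000117450, with log2 fold changes from −2.01 to −1.36 and mean normalized counts in the CC from 15.3 to 28.5. These 5 calls were lost in 7 to 11 of the 13 alternatives each, and without the filter on low values 4 of the 5 had adjusted p-values from 0.0552 to 0.0794 (limma, BH), within ranges over the alternatives that reach 1.0. Among the TBBPA DEGs that rose most, the call of ENSDARG00000117266 was lost in 7 of 13 alternatives. The calls of the others named were lost in 2 to 4 of 14 alternatives each. The alternative that moved both counts most was limma's treat, which tests whether a change exceeds 1.5-fold: it called 362 genes for BPA and 0 for TBBPA, where 75 genes had an unadjusted p-value under 0.05. On the recovered whole reads, edgeR's quasi-likelihood test called 2669 BPA genes and 188 TBBPA genes, and DESeq2's Wald test called 2824 and 89. With replicate 1 or replicate 2 left out, the BPA count was 1217 or 1169, and with replicate 1 or replicate 3 left out, the TBBPA count was 41 or 19.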

BPA exposure produced 2824 DEGs, whereas TBBPA induced markedly fewer (91) (Fig. 2). 

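Of the 158 TBBPA DEGs, 140 were also tested in the BPA series, and 55 of them (34.8% of the 158) were DEGs there. Among the 17157 genes tested in both series, 19.5 shared DEGs were expected by chance, and the odds ratio was 4.08 (one-sided Fisher's exact test, p = 8.19e-14, with genes taken as independent). The shared DEGs changed in the same direction in 52 cases, 42 of them higher and 10 lower with both chemicals, and in opposite directions in 3. Each chemical had its own control libraries. The number of shared DEGs was 27 without replicate 2, 13 without replicate 1 and 8 without replicate 3. With DESeq2's Wald test on the recovered reads, 43 of 89 TBBPA DEGs (48.3%) were shared, and with edgeR 66 of 188 (35.1%).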

For the TBBPA testing, ∼50% (45 of 91) of the DEGs identified were also present in the BPA samples. 

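At least a 2-fold change was shown by 1152 of the BPA DEGs, 646 higher and 506 lower, and by 52 of the TBBPA DEGs, 44 higher and 8 lower. A pseudocount of 10 in place of 1 gave 853 and 36 genes at this fold change, with 0 of the 36 lower. DESeq2's Wald test on the recovered reads gave 1458 and 21 genes, with 1 of the 21 lower, and without the replicate block 0 of 21 TBBPA genes were lower. For TBBPA, 18 genes were left without replicate 1 and 7 without replicate 3. For BPA, 707 genes were left without replicate 2.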

Increasing the stringency of the fold-change cutoff to 2 resulted in a sharp decrease in DEGs: BPA (1457) and TBBPA (21) and so a 1.5-fold cutoff was used for downstream applications.

**Fig. 2.**
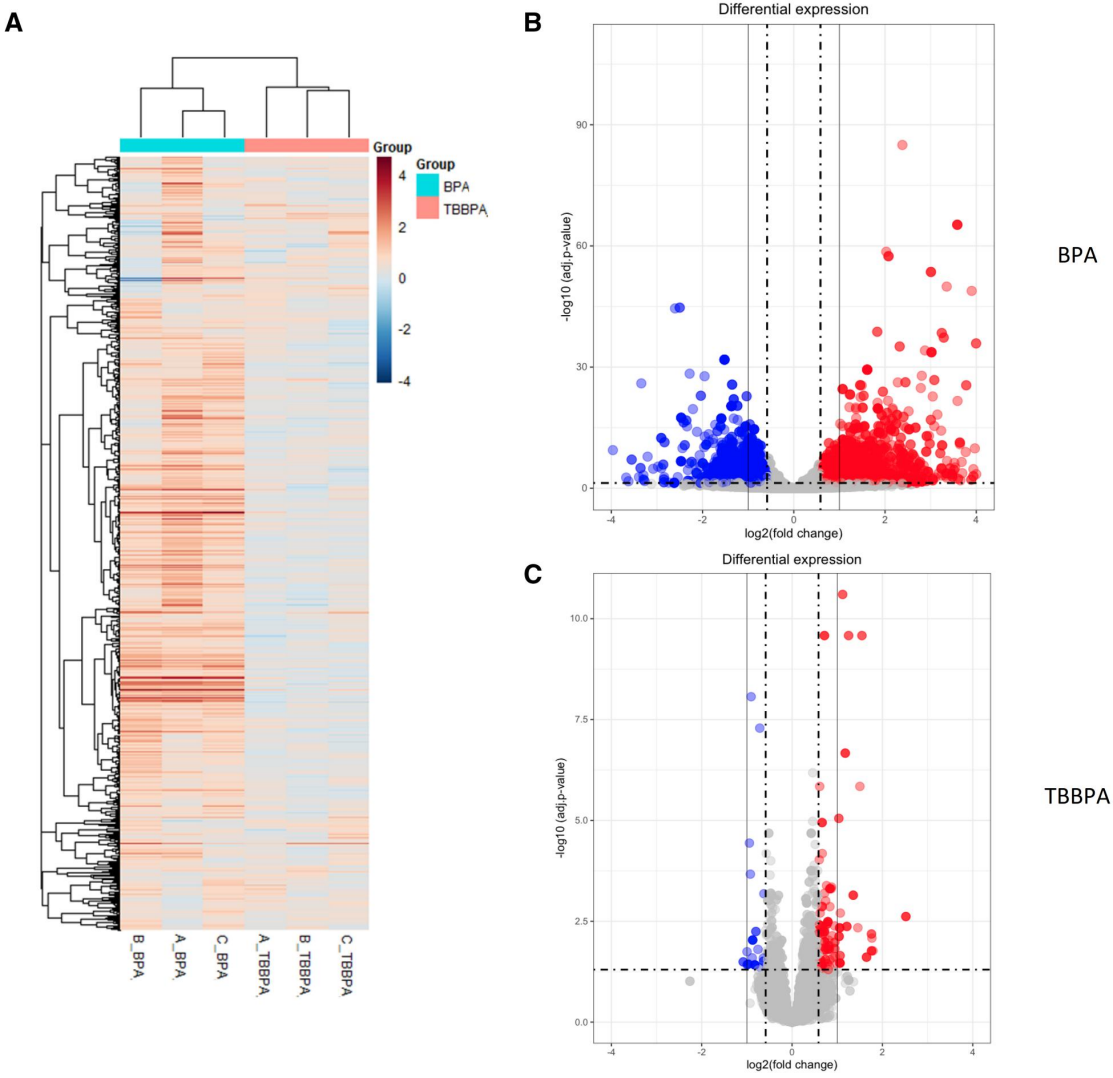
Distribution of Differentially Expressed Genes (DEGs) in BPA and TBBPA identified in the GBT assay. a) Heatmap of triplicate (A, B, and C) BPA and TBBPA samples. b and c) Graphs demonstrate the DEGs with a q < 0.05 and a positive (red) or negative (blue) fold change of 1.5 (hashed vertical line) or 2 (light gray line). Light gray points did not meet the cut off criteria. n = 3, 20 larvae per sample.

#### Gene ontology

As expected, the ∼2800 DEGs induced by BPA exposure resulted in a considerable number of GO-terms (File S3), many corresponding with previously demonstrated phenotypic outcomes of BPA exposure, including lipid absorption, cardiac function, and ROS (see Table 1). Additionally, a significant number of terms related to GABAnergic neurons, synapse formation, and neuron function were identified. 

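For oxidant detoxification, 27 genes of a list fixed beforehand (glutathione peroxidases, peroxiredoxins, superoxide dismutases, glutathione synthesis and related enzymes) were tested, and 9 of them were DEGs at 48.3 µM BPA, 7 higher and 2 lower, also when p-values were adjusted over the list alone. The median log2 fold change of the list was 0.43, with 19 of 27 genes higher (limma's camera with BH adjustment over 5 lists, adjusted p = 8.98e-05). The largest rises after gstp1.1 were in prdx1 (ENSDARG00000058734), from 63.6 ± 1.87 to 756 ± 128 (SD, n = 3; log2 fold change 3.54, standard error 0.18, adjusted p = 6.97e-08 from limma with BH adjustment), and in gstp1.2 (ENSDARG00000104068), from 754 ± 135 to 5538 ± 1229.8 (SD, n = 3; log2 fold change 2.87, standard error 0.21, adjusted p = 1.12e-06 from the same test). The other DEGs of the list that rose, gpx3 (ENSDARG00000043342), GSR (ENSDARG00000019236), HMOX1 (ENSDARG00000027529) and GCLM (ENSDARG00000018953), had log2 fold changes from 0.91 to 1.94. The 2 that fell were gpx4a (ENSDARG00000068478) and SOD3 (ENSDARG00000079183), with log2 fold changes of −1.29 and −1.02. Reads of near-identical copies such as gstp1.1 and gstp1.2 can be divided unevenly between them in counting. The g:Profiler term tests were not repeated here, and lipid and cardiac terms were not analysed here.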

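The GABA list held receptor subunits, transporters and enzymes of GABA synthesis and breakdown, 34 of which were tested at 48.3 µM BPA. Their median log2 fold change was −0.81, and 5 of the 34 were higher (limma's camera with BH adjustment over 5 lists, adjusted p = 1.55e-06). Of these genes, 12 were DEGs, 11 lower and 1 higher, against 19 with p-values adjusted over the list alone. The DEGs in the list numbered 6 without replicate 1, 7 without replicate 2, 19 without replicate 3 and 22 without replicate 3 at 4.83 µM alone. The gene slc6a1b (ENSDARG00000039647) fell from 3844 ± 285 to 1829 ± 321 (SD, n = 3; log2 fold change −1.08, standard error 0.12, adjusted p = 4.92e-05 from limma with BH adjustment). The value of GAD2 (ENSDARG00000015537) fell from 1643 ± 245 to 893 ± 146 (SD, n = 3; log2 fold change −0.88, standard error 0.14, adjusted p = 0.000493). Log2 fold changes from −1.67 to −0.75 were found for the other 9 DEGs that fell, which include GAD1 (ENSDARG00000027419), SLC32A1 (ENSDARG00000059775) and the subunits gabra6a (ENSDARG00000075058), gabrb2a (ENSDARG00000079586) and gabrp (ENSDARG00000020901). The DEG that rose was ABAT (ENSDARG00000006031), which encodes the enzyme of GABA breakdown, with a log2 fold change of 0.77. Markers of neurons in general, 30 genes, fell by a median of 0.86 on the log2 scale, and 18 of them were DEGs, all lower. Under fry, which estimates the correlation between genes, the calls of the GABA, thyroid, hemoglobin and oxidant detoxification lists held at the EC20 of BPA, and the GABA list had the highest adjusted p of the 4 (0.00908).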

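In the thyroid list, 13 genes were tested at 48.3 µM BPA, and 9 were DEGs, all lower, both over all genes and with p-values adjusted over the list alone. This number was 2 without replicate 1, 1 without replicate 2 and 5 without replicate 3. A fit with 2 libraries per group also loses calls by its size, and the part of a single replicate cannot be told apart from this loss. The median log2 fold change of the list was −0.97 (limma's camera with BH adjustment over 5 lists, adjusted p = 0.000127). The list includes trh, pth2, pth2ra, dio3b, DIO1 and THRA, thyroid-related genes that the paper names as changed by BPA in these same libraries. Its count of DEGs and its list test are therefore no independent check on those genes. Whether its fall differs from that of the neuron markers, with a median of −0.86, was not tested. The value of trh (ENSDARG00000006868) fell from 109.8 ± 20.3 to 50.1 ± 15.4 (SD, n = 3; log2 fold change −1.15, standard error 0.26, adjusted p = 0.00657 from limma with BH adjustment). The value of pth2 (ENSDARG00000022951) fell from 21.0 ± 6.95 to 6.05 ± 3.34 (SD, n = 3; log2 fold change −1.74, standard error 0.44, adjusted p = 0.0123 from limma with BH adjustment), and that of pth2ra (ENSDARG00000006678) from 34.4 ± 4.81 to 15.2 ± 4.27 (SD, n = 3; log2 fold change −1.15). For the 2 deiodinases, dio3b (ENSDARG00000095767) fell from 72.2 ± 7.43 to 39.7 ± 11.9 (SD, n = 3) and DIO1 (ENSDARG00000042112) from 60.4 ± 12.4 to 31.5 ± 11.9 (SD, n = 3), with adjusted p-values from limma (BH) of 0.0330 and 0.0377. Of 2 genes with the symbol THRA, ENSDARG00000000151 fell from 113 ± 11.4 to 70.1 ± 14.7 (SD, n = 3; log2 fold change −0.69, adjusted p = 0.0240 from limma with BH adjustment). The other, ENSDARG00000052654, had 25.7 ± 8.36 in the CC and 22.3 ± 2.31 at the EC20 (SD, n = 3), a difference within the spread between replicates (adjusted p = 0.880). The gene pth1b (ENSDARG00000091961), with a mean normalized count of 6.56 over the series, lay under the filter, and at most 2 of its reads were counted in any EC20 library, so that its value was at least 3.65-fold lower than in the CC. Without the filter it was a DEG (adjusted p = 0.000456 from limma with BH adjustment). The remaining DEGs of the list were klf9 (ENSDARG00000068194), IYD (ENSDARG00000076056) and TTR (ENSDARG00000037191), with log2 fold changes from −1.83 to −1.37, and TTR was lower in 2 of 3 replicate pairs. Without replicate 1, none of trh, pth2, pth2ra, dio3b, DIO1 and THRA had an adjusted p-value under 0.05 (from 0.0826 for DIO1 to 0.233 for pth2ra, limma with BH adjustment), and all remained lower at the EC20.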

Analysis of the DEGs revealed changes to a number of thyroid-related genes: thyrotropin-releasing hormone (*trh*), parathyroid hormone 1 b (*pth1b*), parathyroid hormone 2 (*pth2*), parathyroid hormone 2 receptor a (*pth2ra*), thyroid hormone receptor alpha a (*thraa*), iodothyronine deiodinase 3 b (*dio3b*), and iodothyronine deiodinase 1 (*dio1*). Similarly, genes involved in estrogenic signaling: estrogen-related receptor gamma a (*esrrga*), estrogen receptor binding site associated antigen 9 (*ebag9*), aromatase (*cyp19a1b*), were affected, and the Reactome term R-DRE-9009391 (Extra-nuclear estrogen signaling) was populated by 14 of the DEGs.

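Of the estrogen list, 6 genes were tested at 48.3 µM BPA, with a median log2 fold change of −0.76 and 2 genes higher (limma's camera with BH adjustment over 5 lists, adjusted p = 0.617), and 1 was a DEG, also with p-values adjusted over the list alone. This was EBAG9 (ENSDARG00000040021), which rose from 212 ± 23.1 to 382 ± 25.8 (SD, n = 3; log2 fold change 0.85, standard error 0.13, adjusted p = 0.000399 from limma with BH adjustment). The value of esrrga (ENSDARG00000004861) fell from 189 ± 46.2 to 85.4 ± 23.3 (SD, n = 3) and did so in all 3 replicate pairs, but its adjusted p-value was 0.108 (limma, BH) in the fit over 18 libraries. That value rested on replicate 3 at 4.83 µM, the library apart on component 1: without it the adjusted p-value of esrrga was 2.69e-05. Without that library, 4 genes of the list were DEGs, and without replicate 3 of all groups 3 were. With only the 6 CC and EC20 libraries it was 0.00537, and with DESeq2's Wald test 0.0286 (both BH-adjusted). The list includes esrrga and EBAG9, which the paper names as affected by BPA in these same libraries, so that its counts are no independent check on them. The Reactome term of 14 genes was not analysed here.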

**Table 1.** Select GO, KEGG, and Reactome (REAC) terms related to previously described phenotypic effects ascribed to BPA and TBBPA exposure.

BPA				
	Source	Term name	Term ID	Adj *P*-value
**Lipid**	GO: MF	Lipid binding	GO:0008289	0.0001
	GO: MF	Lipoprotein particle binding	GO:0071813	0.0046
	KEGG	Fatty acid metabolism	KEGG:01212	0.0082
	REAC	Metabolism of lipids	R-DRE-556833	0.0119
	GO: BP	Lipid transport	GO:0006869	0.0328
**Cardiac**	KEGG	Adrenergic signaling in cardiomyocytes	KEGG:04261	1.5E-09
	KEGG	Cardiac muscle contraction	KEGG:04260	3.1E-07
	GO: BP	Vasculature development	GO:0001944	0.0387
	GO: BP	Heart development	GO:0007507	0.0441
	GO: BP	Regulation of blood pressure	GO:0008217	0.0441
**ROS**	GO: MF	Oxidoreductase activity, acting on peroxide as acceptor	GO:0016684	9.4E-05
	GO: MF	Antioxidant activity	GO:0016209	0.0001
	GO: BP	Response to oxidative stress	GO:0006979	0.0003
	GO: BP	Cellular oxidant detoxification	GO:0098869	0.0005
	REAC	Detoxification of reactive oxygen species	R-DRE-3299685	0.0022
**GABA**	REAC	GABA synthesis, release, reuptake, and degradation	R-DRE-888590	6.4E-06
	GO: MF	GABA receptor activity	GO:0016917	3.5E-05
	GO: BP	Neuron development	GO:0048666	8.1E-05
	GO: BP	Regulation of neurotransmitter levels	GO:0001505	0.0006
	GO: MF	Postsynaptic neurotransmitter receptor activity	GO:0098960	0.0016

TBBPA				
	Source	Term name	Term ID	Adj *P*-value
**O_2_/Hb**	GO: CC	Haptoglobin–hemoglobin complex	GO:0031838	4.2E-06
	GO: MF	Haptoglobin binding	GO:0031720	7.2E-06
	GO: MF	Oxygen carrier activity	GO:0005344	7.2E-06
	GO: CC	Hemoglobin complex	GO:0005833	1.2E-05
	GO: MF	Oxygen binding	GO:0019825	5.1E-05
	GO: BP	Oxygen transport	GO:0015671	0.0001
	GO: MF	Heme binding	GO:0020037	0.0032
	GO: MF	Tetrapyrrole binding	GO:0046906	0.0033
**Detox**	GO: BP	Reactive oxygen species metabolic process	GO:0072593	0.0007
	GO: BP	Cellular oxidant detoxification	GO:0098869	0.0014
	GO: BP	Cellular response to toxic substance	GO:0097237	0.0018
	GO: BP	Cellular detoxification	GO:1990748	0.0018
	GO: BP	Detoxification	GO:0098754	0.0027
	GO: BP	Response to toxic substance	GO:0009636	0.0036
**ROS**	GO: BP	Hydrogen peroxide catabolic process	GO:0042744	6.6E-05
	GO: BP	Hydrogen peroxide metabolic process	GO:0042743	6.6E-05
	GO: MF	Oxidoreductase activity, acting on peroxide as acceptor	GO:0016684	0.0004
	GO: MF	Antioxidant activity	GO:0016209	0.0007

As noted, TBBPA exposure produced markedly fewer DEGs than BPA exposure, and thus also produced considerably fewer GO-terms (Table S4). 

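All 91 TBBPA DEGs that the paper lists (74 higher and 17 lower) were tested here, and 87 of them were also among the 158 DEGs. The log2 fold changes of the 91 genes had the same sign as the paper's in all cases, with a correlation across these genes of 0.999. The number of them called here was 54 when the replicate block was left out, 27 without replicate 1, 51 without replicate 2 and 13 without replicate 3.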

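In the hemoglobin list, all 8 globin genes tested rose at 2.92 µM TBBPA, by a median log2 fold change of 1.01 (limma's camera with BH adjustment over 5 lists, adjusted p = 2.30e-09), and 6 of them were DEGs, against 7 with p-values adjusted over the list alone. Without replicate 3, 0 globin genes were DEGs, 6 were called with p-values adjusted over the list alone, and the list's median was 0.81. The largest rises were in hbae1.3 (ENSDARG00000089124), from 65.4 ± 51.4 to 209 ± 57.9 (SD, n = 3; log2 fold change 1.88, standard error 0.36, adjusted p = 0.00924 from limma with BH adjustment), and in hbbe1.3 (ENSDARG00000087390), from 136 ± 103 to 417 ± 141 (SD, n = 3; log2 fold change 1.83, standard error 0.33, adjusted p = 0.00633 from the same test). The DEGs hbae1.2 (ENSDARG00000088330), hbbe1.2 (ENSDARG00000115405), hbae3 (ENSDARG00000079305) and hbbe2 (ENSDARG00000045143) had log2 fold changes from 0.83 to 1.43. Reads can be shared between near-identical globin copies, but the summed value of all 14 globin genes in the table also rose, from 1684 ± 667 to 3194 ± 257 (SD, n = 3), in 3 of 3 replicate pairs. For oxidant detoxification, 26 of 28 genes were higher, with a median log2 fold change of 0.23 (limma's camera with BH adjustment over 5 lists, adjusted p = 2.15e-08). In that list, 1 gene was a DEG, gpx1b (ENSDARG00000006207), from 66.9 ± 5.70 to 108 ± 26.9 (SD, n = 3; log2 fold change 0.66, standard error 0.18, adjusted p = 0.0491 from limma with BH adjustment), against 2 with p-values adjusted over the list alone. With any of the 3 replicates left out, 0 genes of this list were DEGs. The cytochrome P450 gene cyp2k18 (ENSDARG00000104593), also in the paper's terms, rose from 48.6 ± 10.2 to 101 ± 21.3 (SD, n = 3; adjusted p = 0.00867 from limma with BH adjustment). Both list calls held under fry, with adjusted p-values of 0.00582 and 0.00231.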

Generally, 2 broad categories of GO-terms were represented; oxygen/hemoglobin (Hb) binding and detoxification (Table 1). Many of these terms were also identified in the BPA-treated larvae, suggesting a common mechanism. Specifically, 32 of the 48 GO/KEGG pathways identified in the TBBPA-treated group were present in the BPA group, including all of those listed for TBBPA in Table 1. In contrast to the BPA results, none of the GABA/neuron GO-terms were identified in the TBBPA-treated larvae, and no thyroid- or estrogen-related DEGs were identified.

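The 18 terms that Table 1 lists for TBBPA contain 5 of the paper's DEGs, and 16 of these terms contain only the same 4 globin genes, hbae1.3, hbbe1.2, hbbe1.3 and hbbe2. At 48.3 µM BPA, all 9 globin genes tested were DEGs and rose, with a median log2 fold change of 2.09 (limma's camera with BH adjustment over 5 lists, adjusted p = 1.41e-10), and 9 were called with p-values adjusted over the list alone. Of the 4 genes, hbbe2 rose most with BPA, from 33.7 ± 5.26 to 275 ± 67.2 (SD, n = 3; log2 fold change 2.97, standard error 0.27, adjusted p = 6.12e-06 from limma with BH adjustment), and the log2 fold changes of hbae1.3, hbbe1.2 and hbbe1.3 were 2.86, 1.93 and 2.09. The summed value of the 12 globin genes in the BPA table rose from 1077 ± 459 to 4273 ± 659 (SD, n = 3), in 3 of 3 replicate pairs. Across the 17157 genes tested with both chemicals, the log2 fold changes at the 2 EC20 values had a Pearson correlation of 0.388 and a Spearman correlation of 0.416, where genes are not independent replicates. Of the 2386 BPA DEGs tested in the TBBPA series, 1851 (77.6%) changed in the same direction there. From the terms shared by both chemicals, the paper proposes a common mechanism.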

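At 2.92 µM TBBPA, 0 of the 35 GABA genes tested were DEGs, also with p-values adjusted over the list alone. Their median log2 fold change was −0.17, with 7 of 35 genes higher (limma's camera with BH adjustment over 5 lists, adjusted p = 0.000593, and 0.0264 under fry), and −0.06 (adjusted p = 0.0817 from the same limma test) without replicate 2. Among 15 thyroid genes, the median was −0.15, with 3 genes higher (limma's camera with BH adjustment over 5 lists, adjusted p = 0.0803, and 0.0123 under fry). In this list, 1 gene was a DEG, also with p-values adjusted over the list alone: klf9 (ENSDARG00000068194), a gene induced by thyroid hormone, fell from 508 ± 33.4 to 272 ± 39.9 (SD, n = 3; log2 fold change −0.90, standard error 0.11, adjusted p = 0.000692 from limma with BH adjustment). The authors' supplement also lists klf9 among the TBBPA DEGs. The 6 estrogen genes had a median of 0.017, with 4 higher (limma's camera with BH adjustment over 5 lists, adjusted p = 0.770), and 0 were DEGs, also with p-values adjusted over the list alone. The direction of the estrogen median changed without the filter on low values (−0.15), under DESeq2 (−0.18) and without replicate 3 (−0.06). Whether the 2 chemicals differ in these lists was not tested.

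**Figure D2:**
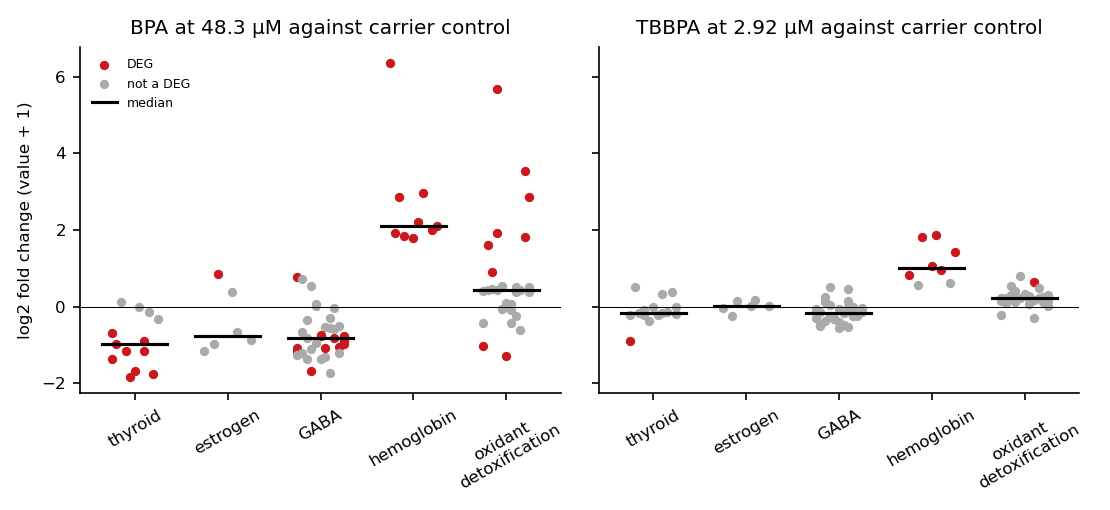
Log2 fold changes of the tested genes of 5 lists at 48.3 µM BPA (left) and 2.92 µM TBBPA (right) against the CC, on the log2(value + 1) scale. Each point is a gene, red for a DEG and grey otherwise, and bars mark list medians, which for hemoglobin are 2.09 with BPA and 1.01 with TBBPA. The signs of the BPA medians held under each library scaling, and that of the TBBPA estrogen list changed under DESeq2.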

#### BMD and tPOD calculations

In order to calculate tPODs, we initially performed a BMD analysis. 

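The benchmark dose (BMD) of a gene is the concentration at which its fitted curve departs from the CC by a set amount, here 1 SD. The authors imported normalized values of all 18 libraries of a chemical into BMDExpress 2.3, which was not used here. The same steps were computed from the deposited normalized counts, on log2(value + 1), for the genes tested for differential expression. Genes with a Williams trend test p-value under 0.05, from 200000 simulated null genes, and a change of at least 1.5-fold at some concentration entered curve fitting. For each gene, 10 models (linear, polynomial, power, Hill and exponential) were fitted, and the model with the lowest AIC gave the BMD with its lower and upper confidence limits (BMDL and BMDU). As in the paper, BMDs with a BMDU/BMDL ratio above 40, above the highest concentration or more than 10-fold below the lowest were removed. The tPOD (10th) was the 10th percentile of the remaining BMDs, and the tPOD (mode) was the first mode of a kernel density of log10 BMD that held at least 5% of the genes. On simulated genes with known curves, the median BMD was between 0.655 and 1.67 times the true value, and 37.2% to 51% of the confidence intervals held the true BMD, against 83.8% to 93.6% when the Hill model alone was fitted.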

BMD analysis of BPA gene expression data identified 3784 DEGs, compared with 2824 identified by DESeq2. 

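In the BPA series, 3013 genes had a trend, and 2930 of them kept a BMD. Their most common models were linear, for 1341 genes, and the second-degree polynomial, for 686. With BH adjustment of the Williams p-values, the alternative that lowered the number most, 1959 genes kept a BMD, and without the filter on low values 3568 did.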

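Of the 2414 BPA DEGs found here, 2335 (96.7%) also had a BMD. The share was lowest, 80.0%, with BH adjustment of the Williams p-values and 90.0% without replicate 3.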

87.1% of the DESeq2 DEGs were also identified by BMDExpress. The lowest BMD values were used to calculate 2 tPODs based on previously published methods (Morash et al. 2023). Both calculations yielded similar values (POD (10th)—0.612 µM vs POD (mode)—0.324 µM). These values are both ∼100-fold lower than the EC_20_ value (48.3 µM).

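The tPOD (10th) of BPA was 0.394 µM and its tPOD (mode) 0.311 µM here. Single replicates and libraries moved both. Without replicate 1, 2 or 3, the tPOD (10th) was 0.0222, 0.0415 or 0.0318 µM and the tPOD (mode) 0.0200, 0.0200 or 0.0191 µM. Without replicate 3 at 4.83 µM alone, they were 0.269 and 0.0266 µM. With the linear, power and Hill models only, they were 6.14 and 13.3 µM.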

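The EC20 was 122 times the tPOD (10th) and 155 times the tPOD (mode) found here. Of the 2930 BMDs, 326 (11.1%) lay more than 100-fold below the EC20, and all but 5 of these came from a third- or fourth-degree polynomial (187 and 134 genes). Without replicate 3 at 4.83 µM, 526 BMDs lay as low, and without replicate 1 or replicate 3 of all groups 592 or 653 did. With the linear, power and Hill models only, 6 BMDs lay as low, and the EC20 was 7.86 and 3.63 times the tPODs.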

In order to identify the most sensitive pathways to BPA exposure, we analyzed the genes nearest to the first mode of DEGs (see Fig. S1). 

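The first mode of the BPA BMDs held 169 genes here, and 223 BMDs lay in the log10 range that the paper used. Without replicate 1 or replicate 3, the first mode held 298 or 301 genes. The best model was the third-degree polynomial for 167 of the 169 genes. At 48.3 µM, 167 of them had changed at least 1.5-fold. At 0.483 µM, the tested concentration next above the mode, 14 had, with a median absolute log2 change of 0.35, and 55 of the 169 had changed there in the same direction as at the EC20.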

372 DEGs from −0.2 to −0.8 were subjected to GO-analysis. 

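The gene THRA (ENSDARG00000000151) had a BMD of 0.318 µM (BMDL 0.184, BMDU 6.22 µM) and DIO1 (ENSDARG00000042112) of 0.309 µM (BMDL 0.184, BMDU 5.30 µM), and both lay in the first mode found here. The mean normalized count of THRA was 105 ± 7.75 at 0.0483 µM, 88.9 ± 18.4 at 0.483 µM and 105 ± 10.5 at 4.83 µM (SD, n = 3), against 113 in the CC. For DIO1, the means at these concentrations were 55.8 ± 8.53, 41.2 ± 2.09 and 69.6 ± 20.0 (SD, n = 3), against 60.4 in the CC. The gene pth1b (ENSDARG00000091961) had a BMD only without the filter on low values, of 0.158 µM. Under limma with BH adjustment, 0 genes were DEGs at 0.00483, 0.0483, 0.483 or 4.83 µM BPA, and 210, 208, 280 and 510 had an unadjusted p-value under 0.05.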

Of particular interest in this first mode group of genes is the presence of a number of thyroid hormone-related DEGs, including, thyroid hormone receptor alpha a (*thraa*), iodothyronine deiodinase 1 (*dio1*), and parathyroid hormone 1 b (*pth1b*) suggesting the thyroid system may be especially sensitive to BPA exposure. The predominant GO-terms identified in this first mode consisted of amino acid transporters, and synaptic neuron formation. 

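The terms of the paper's first mode contain 190 genes, of which 114 had a BMD here, with a median of 0.325 µM and a range from 0.0210 to 20.47 µM. Of the 190 genes, 62 lay in the first mode found here and 105 were DEGs at 48.3 µM. From the genes of this mode, the paper proposes that the thyroid system may be especially sensitive to BPA.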

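In the GABA list, 19 genes had a BMD, with a median of 8.71 µM and a range from 0.708 µM, for GABRR2 (ENSDARG00000052982, BMDL 0.259, BMDU 4.72 µM), to 22.6 µM, and 0 of them lay in the first mode found here. The synapse terms themselves were not tested here.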

The abundance of synaptic functions indicates that neurodevelopment is among the most sensitive pathways (Table 2).

**Table 2.** GO-terms identified as most sensitive after BPA exposure.

	Source	Term name	Term ID	Adj *P*-value
**Transporter**	GO: MF	Transmembrane transporter activity	GO:0022857	0.0014
	GO: MF	Glutamate: sodium symporter activity	GO:0015501	0.0057
	GO: MF	L-glutamate transmembrane transporter activity	GO:0005313	0.0216
	GO: MF	Acidic amino acid transmembrane transporter activity	GO:0015172	0.0252
	GO: MF	Amino acid: sodium symporter activity	GO:0005283	0.0287
	GO: MF	Amino acid: monoatomic cation symporter activity	GO:0005416	0.0308
	GO: BP	L-glutamate transmembrane transport	GO:0015813	0.0455
	GO: BP	L-glutamate import	GO:0051938	0.0455
	GO: BP	Acidic amino acid transport	GO:0015800	0.0455
**Synapse**	GO: BP	Trans-synaptic signaling	GO:0099537	0.0022
	GO: CC	Synaptic membrane	GO:0097060	0.0017
	GO: BP	Anterograde trans-synaptic signaling	GO:0098916	0.0022
	GO: BP	Chemical synaptic transmission	GO:0007268	0.0022
	GO: BP	Synaptic signaling	GO:0099536	0.0026
	GO: CC	Neurotransmitter receptor complex	GO:0098878	0.0084
	GO: BP	Neurotransmitter transport	GO:0006836	0.0086
	GO: BP	Regulation of synaptic plasticity	GO:0048167	0.0212
	GO: CC	Cytoskeleton of presynaptic active zone	GO:0048788	0.0271
	GO: CC	Neuron to neuron synapse	GO:0098984	0.0278
	GO: CC	Synaptic vesicle membrane	GO:0030672	0.0283
	REAC	Transmission across Chemical Synapses	R-DRE-112315	0.0285
	GO: BP	Regulation of trans-synaptic signaling	GO:0099177	0.0291
	GO: BP	Regulation of neurotransmitter levels	GO:0001505	0.0291
	GO: BP	Modulation of chemical synaptic transmission	GO:0050804	0.0291
	GO: CC	Presynaptic active zone cytoplasmic component	GO:0098831	0.0338
	GO: BP	Neurotransmitter secretion	GO:0007269	0.0455

BMD and tPOD calculations were similarly performed for TBBPA. 

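In the TBBPA series, 512 genes had a trend and 428 kept a BMD. Of the 158 TBBPA DEGs found here, 146 (92.4%) had a BMD. After BH adjustment of the Williams p-values, 11 of 18400 genes had an adjusted p under 0.05 and 2 kept a BMD, against 2547 genes with an unadjusted Williams p-value under 0.05. Without the filter on low values, 740 genes kept a BMD.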

Although DESeq2 identified only 91 DEGs, BMDExpress identified 720, and 92.3% of the DESeq2 DEGs were observed in BMDExpress. 

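For TBBPA, the tPOD (10th) was 0.00222 µM and the tPOD (mode) 0.00134 µM here. The EC20 was 1317 and 2187 times these values. Without replicate 1, 2 or 3, the tPOD (10th) was 0.000941, 0.000975 or 0.000672 µM and the tPOD (mode) 0.00109, 0.00107 or 0.000834 µM. The largest shift came with the linear, power and Hill models only, which gave 0.754 and 1.21 µM. A pseudocount of 10 gave 0.0230 and 0.0206 µM.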

As with BPA, both tPOD calculations yielded similar values (POD (10th)—0.019 µM, POD (mode)—0.017 µM) which were ∼100-fold lower than the EC_20_ value (2.92 µM).

The 102 DEGs populating the first mode cluster (−2.2 to −1.4, see Fig. S1) were then used in GO analysis. None of these DEGs were related to thyroid or estrogen function. 

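The first mode of the TBBPA BMDs held 44 genes here, and 34 BMDs lay in the log10 range that the paper used. Without replicate 1, 2 or 3, the first mode held 88, 100 or 78 genes. A fourth-degree polynomial was the best model for all 44. At 0.00292 µM, the concentration next above the mode, 19 of the 44 genes had changed at least 1.5-fold, against 7 at 0.0292 µM, 6 at 0.292 µM and 34 at 2.92 µM.

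**Figure D3:**
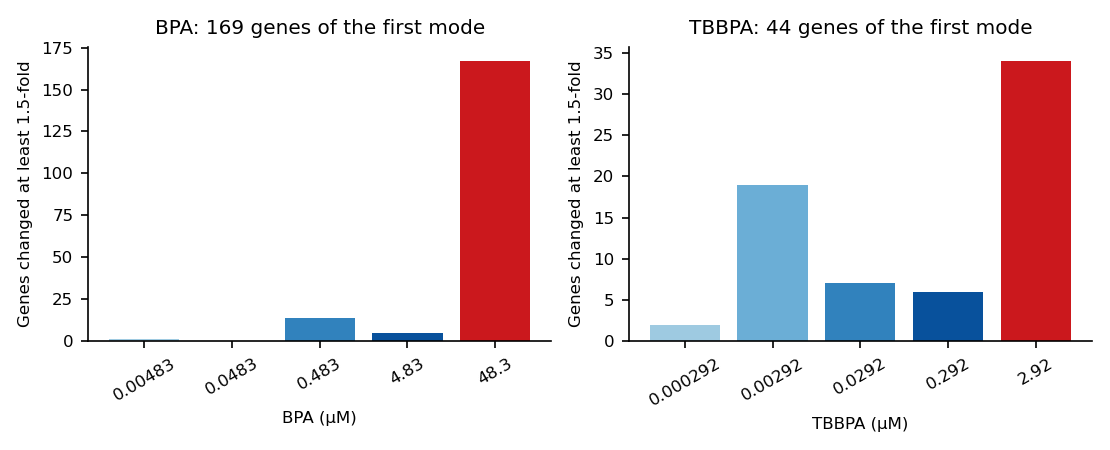
Number of genes of the first mode, 169 for BPA (left) and 44 for TBBPA (right), whose mean log2(value + 1) differed at least 1.5-fold from the CC at each concentration in µM. The bars reach 14 genes at 0.483 µM and 167 genes at 48.3 µM BPA, and 19 genes at 0.00292 µM and 34 genes at 2.92 µM TBBPA.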

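In the thyroid list, 1 gene had a BMD with TBBPA: klf9 (ENSDARG00000068194), at 0.274 µM (BMDL 0.137, BMDU 2.92 µM), outside the first mode. In the estrogen list, 0 genes had a BMD.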

No GO-terms were identified, only a limited number of blood group-related Reactome terms (Plasma lipoprotein assembly, remodeling, and clearance [R-DRE-174824], ABO blood group biosynthesis [R-DRE-9033807], and Blood group systems biosynthesis [R-DRE-9033658]) were identified.

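These terms contain 8 genes, of which 4 had a BMD here, with a median of 0.0225 µM, and 0 lay in the first mode found here. The BMD was 0.0151 µM for si:dkey-105h12.2 (ENSDARG00000041685), 0.0200 µM for cetp (ENSDARG00000030872), 0.0250 µM for ces2a (ENSDARG00000041569) and 0.0265 µM for ces3 (ENSDARG00000041595). At 2.92 µM, si:dkey-105h12.2 rose from 191 ± 33.1 to 349 ± 78.9 (SD, n = 3; log2 fold change 0.86, standard error 0.17, adjusted p = 0.0113 from limma with BH adjustment). The rises of ces3, ces2a and cetp had adjusted p-values of 0.0502, 0.0539 and 0.112 (limma, BH). Of the other genes, GBGT1 (ENSDARG00000019207), gbgt1l9 (ENSDARG00000011283) and itgb3bp (ENSDARG00000097493) had mean normalized counts from 4.04 to 6.76 over the series and lay under the filter. Of these, GBGT1 had at most 3 reads per library at 2.92 µM and was at least 1.99-fold lower than in the CC. Without the filter, the adjusted p-value of GBGT1 was 0.147 (limma, BH).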

In conclusion, the tPODs calculated for both compounds were well below the EC_20_ and behavioral effect values (Table 3). In addition, the tPOD approach identified a number of the pathways that are most sensitive to these bisphenols.

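Under limma with BH adjustment, 0 genes were DEGs against the CC at 0.00292, 0.0292 or 0.292 µM TBBPA, where 695, 934 and 966 genes had an unadjusted p-value under 0.05. At 0.000292 µM, 5 genes were DEGs and 1277 had an unadjusted p-value under 0.05. Replicate 2 at 0.000292 µM is the library apart on component 2, and without replicate 2 of all groups 0 genes were DEGs there (1162 at an unadjusted p-value under 0.05), against 24 without replicate 1 and 3 without replicate 3. With edgeR's quasi-likelihood test, 5 genes were DEGs at that concentration.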

**Table 3.** Summary of results.

	BPA	TBBPA
EC_20_ *	48.3 µM	2.92 µM
Behavior	20 µM	N/A
POD 10th	0.612 µM	0.019 µM
POD mode	0.324 µM	0.017 µM

* From Achenbach et al. (2020).

## Discussion

The goal of this study was to continue the development of the larval zebrafish platform as a robust tool for generating hazard data as an alternative to the rodent model for use in human health risk assessment. The transcriptomics platform potentially provides a more sensitive method to identify not only adverse effects resulting from chemical exposure but also, through direct analysis of DEGs and extrapolation from GO-term-based pathway enrichment, to strengthen interspecies ability to predict human health toxicity with greater confidence. The results of this study reveal that this transcriptomic model can be used to differentiate toxicological mechanisms between 2 similar chemicals, BPA and TBBPA. This is important for the purpose of chemical risk assessment as it helps to qualify the value of read across between similar chemicals in attempts to fill data gaps. Through transcriptomic analysis, we identified pathways involved in many of the previous phenotypic profiles described for these chemicals, and some previously unreported pathways. Importantly, we were able to identify both shared and unique pathways, attesting to the caution that is required when extrapolating between compounds with similar chemical structures. The identification of endpoints arising by endocrine-mediated MOAs is a high-priority initiative in the international regulatory community. The use of transcriptomics analysis for the evaluation of nonapical endpoints is a promising approach for the evaluation of endocrine-mediated responses (Ankley et al. 2009; Lupu et al. 2020). With respect to endocrine disruption, given that the endogenous expression of aromatase and thyroid hormones begins at 48–72 hpf (Cohen et al. 2022), evaluation of the role of BPA and TBBPA as endocrine disruptors in the later onset GBT paradigm is beneficial. In addition to selecting an appropriate exposure time frame, the chemical concentration of our exposure is also noteworthy. By selecting nonaffected larvae at or below the EC_20_, we can limit transcriptomic changes associated with gross morphological damage that may include necrosis and as such may be less related to chemical-specific toxicity. Importantly, it also reflects a standardized point at which all compounds can be tested, as opposed to an arbitrary concentration. Additionally, because toxicokinetics plays an important role in toxicity testing (Achenbach et al. 2022), by basing exposure paradigms on toxicity (EC_20_), and not on fixed concentrations, we can assure we are in a phenotypically relevant range. Our method also utilizes 2 transcriptomic analysis approaches, a comparison of the maximal subphenotypic dose response (DESeq2), as well as the identification of the most sensitive pathways and the subsequent establishment of a POD (BMD). The BMD approach typically yields a higher number of DEGs (compared with pairwise comparison) because it is based on multiple concentrations, and allows for the inclusion of multimodal expression patterns, specifically at lower concentrations.

Our transcriptomic data strongly correlate with previously described zebrafish phenotypic effects attributed to BPA, and confirm the limited previously reported transcriptomic data (Martinez et al. 2018). Specifically, our data identified a number of cardiac and vasculature-related GO-terms induced by BPA exposure. This supports previously published BPA-mediated effects on heart development (Achenbach et al. 2020; Heredia-García et al. 2022), vascular toxicity, and BPA-induced vascular development (Ji et al. 2022) in zebrafish. Similarly, previously reported issues regarding yolk and lipid defects including lipid uptake (Mu et al. 2022), metabolism (Sun et al. 2020), and lipid production (Ortiz-Villanueva et al. 2018) were also well-represented in the transcriptomic data. BPA-induced reactive oxygen/nitrogen species production is well-documented (Biswas et al. 2020; Haridevamuthu et al. 2022; Qian et al. 2023) and our data revealed a number of reactive oxygen and nitrogen detoxification pathways, antioxidant, and hydrogen peroxide pathways which support these findings.

Of particular interest was the identification of a number of GABA and neuronal synapse-specific GO-terms, and that the BMD analysis revealed these to be among the most sensitive pathways to BPA exposure. Larval exposure to BPA has been shown to cause transcriptional changes in GABA levels in later juveniles along with behavioral changes (Naderi et al. 2022). Additionally, BPA affects Cypin function, which is a synaptic vesicle protein and has a minor behavioral effect (Liu et al. 2023). At a more structural level, BPA causes brain morphology deficits (Yang et al. 2023), neuronal development effects (Gu et al. 2022), along with increases in the expression of a number of Developmental Neurotoxicity (DNT)-related genes (Gyimah et al. 2021). Depending on the exposure paradigm, there are conflicting reports regarding the BPA-induced behavioral changes with reports of hyperactivity (Bai et al. 2023), hypoactivity (Gu et al. 2021), reductions in high-velocity motion (Wang et al. 2021) and social behaviors (Scaramella et al. 2022). Our transcriptomic data revealed a number of sensitive synaptic and GABAnergic DEGs which appear to translate to behavioral alterations, specifically decreased thigmotactic behavior. Upon transition from light to dark in their environment, zebrafish larvae typically increase their activity and remain in the outer edges of the test arena (Schnorr et al. 2012). This thigmotactic behavior is an anxiety response which is attenuated by GABA agonists like diazepam (Schnorr et al. 2012). It is therefore tempting to speculate the changes in GABA-related gene expression are responsible for the antianxiolytic behavior observed upon BPA exposure. A number of the previously described behavioral effects attributed to BPA exposure have been linked to ROS (Sahoo et al. 2020; Yang et al. 2023), which could also be supported by our transcriptomic data.

Despite the chemical similarities, TBBPA had a significantly different transcriptomic response when compared with BPA. At the EC_20_, TBBPA displayed only ∼5% of the DEGs as BPA. 

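The 158 TBBPA DEGs found here were 6.55% of the 2414 BPA DEGs. The share was 2.99% without the replicate block, 7.04% with edgeR, 3.15% with DESeq2 and 0% with limma's treat. It was 3.37% without replicate 1, 9.75% without replicate 2 and 0.792% without replicate 3.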

Of note, 2/3 of the GO-terms identified for TBBPA were also present in BPA-treated samples (32/48). Interestingly the predominant pathways affected (oxygen binding, detoxification, and ROS) are nonobservable, and therefore without transcriptomics would only have been observed through molecular methods. Many of the oxygen binding and detoxification pathways were also present in the BPA-treated larvae, indicating shared mechanisms of toxicity. Interestingly both BPA and TBBPA have been shown to be metabolized via the same detoxification pathways (Achenbach et al. 2022). There is limited previously published phenotypic information regarding TBBPA exposure. TBBPA has been shown via transcriptomics to affect early organ morphogenesis at 1.5 µM at 52 hpf (Pang et al. 2022), as well as edema (Usenko et al. 2016) and vascular malformations (Li et al. 2016). Additionally, TBBPA displays hematopoietic toxicity in early embryos, with upregulation of epidermal and blood genes (Pang et al. 2020), which aligns with our data. Blood group-related GO-terms made up the most sensitive pathways, demonstrating the hematopoietic effects of TBBPA. Although the behavioral role of TBBPA in zebrafish is contested (for a review, see Kacew and Hayes 2020), some groups have reported behavioral effects (Chen et al. 2021a; Noyes et al. 2015). Conversely to the effects seen after BPA exposure, we did not observe any antithigmotactic behavior caused by TBBPA in the GBT model. Although neither chemical caused changes in total distance or startle response, these behavioral experiments are not an exhaustive evaluation of all locomotory functions, and further studies may reveal chemical-specific effects.

Our transcriptomic approach also clearly confirms the previously reported estrogenic and goitrogenic endocrine-disrupting potential of BPA. 

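Reads of the aromatase gene CYP19A1 (ENSDARG00000041348) were few: at most 4 per library in the BPA CC and at most 1 per library at 48.3 µM. Its mean normalized count was 2.74 ± 1.00 in the CC and 0.713 ± 0.640 (SD, n = 3) at 48.3 µM, and, set against the floor, it was at least 1.01-fold lower. Without the filter on low values its adjusted p-value was 0.264 (limma, BH). The reference gives this symbol without the letter that tells the zebrafish copies apart, so that this gene may not be the paper's cyp19a1b. Along the lower concentrations of BPA, the median log2 fold change of the estrogen list was −0.06, −0.12, 0.075 and −0.36 in ascending order (limma's camera with BH adjustment over 5 lists at each concentration, adjusted p = 0.461, 0.617, 0.907 and 0.274).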

We identified expression changes in estrogen-related receptors and aromatase at the EC_20_ value. This is in agreement with several reports of BPA inducing production of 17β-estradiol (Karim et al. 2022) and in the expression of endocrine-related genes including ERα, aromatase, and *vtg* (Chen et al. 2021b), and increased yolk sac area, hatching defects, and a number of cranial cartilage defects via the estrogen receptor (Huang et al. 2021). Conversely, we did not detect estrogenic activity in TBBPA-treated larvae, a finding which has been previously reported (Song et al. 2014), and BPA activates Cyp19a1b through the estrogen receptor, but TBBPA does not (Kubota et al. 2023). The goitrogenic activity of BPA was also clear from transcriptomic results, and importantly, many of these genes were among the most sensitive as shown by BMD modeling. 

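All 9 thyroid-list DEGs had a BMD, and 7 of them, all but THRA and DIO1, lay outside the first mode found here. The lowest of the 9 was IYD (ENSDARG00000076056), at 0.0303 µM (BMDL 0.0175, BMDU 0.216 µM). The BMDs of trh, pth2, pth2ra, dio3b, klf9 and TTR lay between 8.17 µM, for trh, and 20.0 µM, for TTR. With 3 of 9 BMDs more than 100-fold below the EC20, the median of the list was 13.1 µM.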

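At 2.92 µM TBBPA, trh (ENSDARG00000006868) had a mean normalized count of 139.6 ± 28.7 (SD, n = 3), against 161 ± 9.87 (SD, n = 3) in the CC, a difference within the spread between replicates (adjusted p = 0.397 from limma with BH adjustment). The values of dio3b (ENSDARG00000095767) were 322 ± 114 in the CC and 273 ± 44.8 at 2.92 µM (SD, n = 3; adjusted p = 0.497 from limma with BH adjustment). For DIO1 (ENSDARG00000042112), they were 122.9 ± 23.9 and 111 ± 10.1 (SD, n = 3; adjusted p = 0.685). Log2 fold changes of pth2, pth2ra and the THRA genes ENSDARG00000000151 and ENSDARG00000052654 were 0.38, −0.17, −0.21 and −0.37, with adjusted p-values from 0.362 to 0.793 (limma, BH).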

We did not observe significant changes in thyroid-related genes upon TBBPA exposure, although this does not rule out the possibility that TBBPA signaling directly through the thyroid hormone receptors is occurring. In fact, considerable evidence exists in the literature that this may be the case (Chan and Chan 2012; Baumann et al. 2016; Zhu et al. 2018). It should be noted we were able to detect several thyroid-related transcripts, but none were significantly differentially expressed using our exposure paradigm.

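The thyroid-related genes that the paper names had mean normalized counts over the TBBPA series from 9.70, for pth1b (ENSDARG00000091961), which lay under the filter, to 281, for dio3b. The gene klf9 also lay lower at 0.000292 µM TBBPA, at 272 ± 44.8 (SD, n = 3), while its means between these concentrations were 429 ± 49.2 at 0.00292 µM, 477 ± 85.7 at 0.0292 µM and 509 ± 70.7 at 0.292 µM (SD, n = 3).

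**Figure D4:**
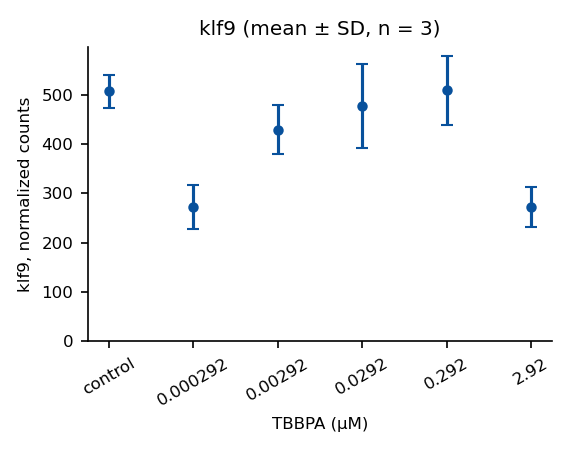
Normalized counts of klf9 in the CC and at each TBBPA concentration in µM, as mean ± SD (n = 3). The means at 0.000292 and 2.92 µM are both 272, and those of the CC and the concentrations between lie from 429 to 509.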

## Conclusion

In conclusion, we compare and contrast subphenotypic markers of toxicity of 2 chemicals with the same structural backbone; BPA and TBBPA, the results of which provide strong rationale for a cautionary approach in the use of read across to fill data gaps in chemical risk assessment. As a regulatory tool for quantitative chemical risk assessment, this *in vitro* larval zebrafish transcriptomics approach represents what may become an integral component of using embryo/larval zebrafish as a NAM within an integrated approach for testing and assessment in a manner similar to a traditional “weight of evidence” collection of all relevant data and information to determine risk to human health and the environment following chemical exposure.

## Supplementary Material

kfae063_Supplementary_Data

# Supplementary material for: Comparative toxicological assessment of 2 bisphenols using a systems approach: evaluation of the behavioral and transcriptomic responses of Danio rerio to bisphenol A and tetrabromobisphenol A
**Source:** Toxicol Sci. 2024 May 10;200(2):394–403. doi: 10.1093/toxsci/kfae063
**Supplement:** kfae063_Supplementary_Data

Supplementary Data.

Supplemental Table 1. Selected parameters of STAR alignment and abundance quantification. See below.

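The table gives averages of reads per library, before and after alignment. Of the uniquely mapped reads the paper reports, 9580935 for BPA and 11313884 for TBBPA on average, the deposited values hold reads on genes alone, on average 7931597 and 9101240 per library. The paper's averages of input reads are 11363581 and 13425112. The normalized counts here rest on the reads on genes.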

Supplemental Figure 1. Mode calculations for Bisphenol A (BPA) and Tetrabromobisphenol A (TBBPA). See below.

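A mode is a peak in the distribution of log10 BMD over genes, and the first mode is here the lowest peak that holds at least 5% of the genes. For BPA, 136 genes (4.64%) lay at a lower peak and were passed over by this narrow margin, and that peak was the first mode, at 0.0250 µM, without the filter on low values. With the kernel density used here, the first mode lay at a log10 BMD of −0.51 for BPA, between antimodes at −1.08 and −0.36, and of −2.87 for TBBPA, between antimodes at −3.40 and −2.53. In all, 6 modes were found for each chemical.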

Supplemental file 1 – Bisphenol A EC_20_ vs CC_20_ DEGs using a 1.5-fold change cutoff and a padj (q) < 0.05.

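The copy of this list used here holds 614 genes, against the 2824 that the paper reports, so that no overlap with it was tested.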

Supplemental file 2 – Tetrabromobisphenol A EC_20_ vs CC_20_ DEGs using a 1.5-fold change cutoff and a padj (q) < 0.05.

Supplemental file 3 – gProfiler result files for Bisphenol A using DEGs with Fold Change > 1.5 and q < 0.05.

Supplemental file 4 – gProfiler result files for Tetrabromobisphenol A using DEGs with Fold Change > 1.5 and q < 0.05.

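The file holds 48 terms from GO, KEGG and Reactome, and 19 of them rest on the 4 globin genes hbae1.3, hbbe1.2, hbbe1.3 and hbbe2 alone.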

|  | BPA | TBBPA |
| --- | --- | --- |
|  | Avg | Avg |
| Number of input reads | 11363581 | 13425112 |
| UNIQUE READS: |  |  |
| Uniquely mapped reads number | 9580935 | 11313884 |
| Uniquely mapped reads % | 84.26 | 84.28 |
| Average mapped length | 123.72 | 123.95 |
| Number of splices: Total | 4113259 | 4787105 |
| Number of splices: Annotated (sjdb) | 4025708 | 4698165 |
| Mismatch rate per base, % | 0.39 | 0.45 |
| Deletion rate per base | 0.0004 | 0.0005 |
| Deletion average length | 2.6 | 2.5 |
| Insertion rate per base | 0.0002 | 0.0003 |
| Insertion average length | 2.28 | 2.11 |
| MULTI-MAPPING READS: |  |  |
| Number of reads mapped to multiple loci | 1437468 | 1700564 |
| % of reads mapped to multiple loci | 12.7 | 12.67 |
| UNMAPPED READS: |  |  |
| % of reads unmapped: too many mismatches | 0 | 0 |
| % of reads unmapped: too short | 2.56 | 2.56 |
| % of reads unmapped: other | 0.24 | 0.27 |
| CHIMERIC READS: | 0 | 0 |

Supplemental Table 1. Selected parameters of STAR alignment and abundance quantification.

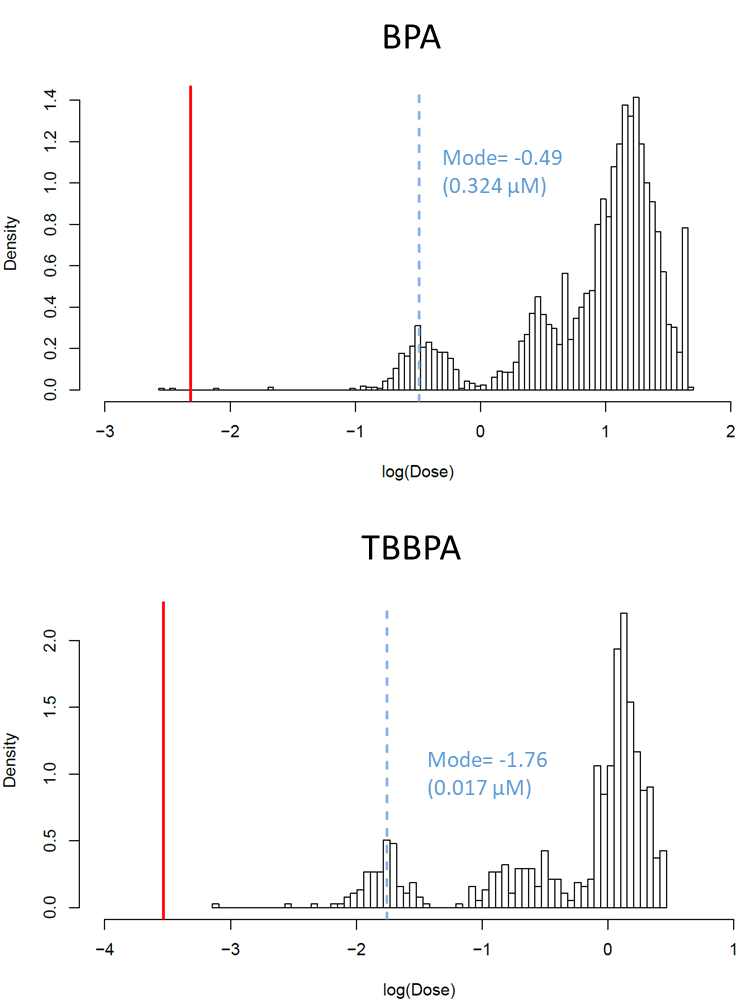

Supplemental Figure 1. Histograms of mode values obtained from BMDExpress 2.3. Light blue hashed line indicates the first calculated mode, as well as the corresponding concentration.

How the deposited data were processed for this re-analysis (not part of the article)

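RNA was sequenced from pools of 20 zebrafish larvae that had been exposed to BPA, TBBPA or the carrier (0.5% DMSO) from 72 to 120 hpf. The 36 libraries comprised 18 for each chemical, with 3 replicates of the carrier control (CC) and of each of 5 concentrations. The EC20 was the highest concentration, 48.3 µM for BPA and 2.92 µM for TBBPA, and the 4 lower ones followed in 10-fold steps. Conditions and replicate numbers were taken from the sample labels and the paper. The behavioral and survival experiments were not analysed here.

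The authors prepared the libraries with a stranded mRNA kit, trimmed the reads with cutadapt, aligned them to GRCz11 with STAR and counted the reads of each gene in STAR's quant mode. The authors deposited a table of normalized values for each chemical, a signal on a linear scale that is never negative: the gene counts of each library divided by the size factor DESeq2 gave that library. The paper describes the input to BMDExpress as normalized quantile data, and the values of each library were checked here to be whole multiples of 1 step, as counts divided by a size factor are. Whole reads came out for 100% of the values. In 1 library of each series, the step lies too close to 1 to be told from rounding, and its values were read as reads in the same way. Depth was the sum of these reads over genes. The 36 pairs of libraries of the same group differed by more than the sampling noise (chi-square per degree of freedom between 3.11 and 31.9). This cannot tell separate pools of larvae from repeat preparations of 1 pool. Each library was counted as a replicate because the paper describes 3 separate repeats.

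Gene names came from a reference table, which lists another assembly than GRCz11 and was used for names only, and from the paper's supplement. Of the 25856 genes in the BPA table, 24011 were matched to a name and 1845 were not. Of the 26639 in the TBBPA table, 24665 were matched and 1974 were not. The reference gives capital symbols for some genes whose zebrafish copies differ in a letter, so that THRA and CYP19A1 are printed with their identifiers. Coordinates, gene length and GC content were not used here.

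Differential expression was tested with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with a trend, on log2(value + 1), over the 18 libraries of a chemical, with the replicate number as a block as in the authors' DESeq2 design. Genes with a mean value of at least 10 were tested. A gene was called a DEG at a Benjamini-Hochberg (BH) adjusted p-value under 0.05 and a change of at least 1.5-fold. The 2 chemicals were tested separately. Gene lists for thyroid, estrogen, GABA, hemoglobin and oxidant detoxification were tested with camera at an inter-gene correlation of 0.01, with BH adjustment over the 5 lists, and with fry, which estimates the correlation. A rule that counts HBE1 as a hemoglobin gene was set after the gene names were seen and before the list's values. Folds against a group with at most 3 reads in every library were computed against 3 reads and are given as lower bounds.

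The paper says that the replicates came from different clutches and that the procedure was repeated 3 separate times, so the replicate numbers were taken to pair the libraries. In a check across genes, the deviations of same-numbered libraries from their group means had a median correlation of 0.115 for BPA and 0.166 for TBBPA, against −0.06 and −0.08 for other numbers. Between the CC and the EC20, the correlations for replicates 1, 2 and 3 were −0.0436, 0.111 and 0.210 for BPA and 0.169, 0.0856 and 0.213 for TBBPA.

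BMDs were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, since BMDExpress 2.3 and the authors' mode script were not used here. The Williams trend test used a null of 200000 simulated genes. Genes with a trend p-value under 0.05, unadjusted, and a change of at least 1.5-fold were fitted with 10 models on log2(value + 1), and the lowest AIC chose the model. The benchmark response was 1 SD, the limits came from the likelihood profile, and BMDs were left out if BMDU/BMDL was above 40, the BMD was above the highest concentration or below 0.1 of the lowest. The mode came from a Gaussian kernel density with the Sheather-Jones bandwidth. Figures were drawn with matplotlib 3.10.9.

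Each step was tested on simulated data. With 200 changed genes among 17112 in the BPA series, limma recovered 48% of them, with 4% of its calls false, and among 18311 in the TBBPA series 87%, with 5.95% false. In the same data, edgeR recovered 49% and 87%, and DESeq2, over 17248 and 18400 genes, 59% and 81%, with 20.3% and 2.99% of its calls false. Of 100 unchanged lists, camera gave a p-value under 0.05 for 3 in the BPA series and 2 in the TBBPA series, and fry for 2 and 9. The simulated genes varied independently of each other, so that these shares do not cover lists whose genes vary together. In the real data, the 6 libraries of the CC and 0.000292 µM TBBPA were also split otherwise than by concentration. Over these splits, the unadjusted camera p-value of the hemoglobin list ranged from 1.16e-10 to 0.827. A small camera p-value alone therefore does not show an effect of concentration. The Williams test gave a p-value under 0.05 for 4.84% of 20000 unchanged genes.

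The choices above, the 5 lists, the alternatives and the genes to be named were set before the data were examined, apart from the additions named here and in the closing section. The 5 lists cover systems that the paper reports on from these same libraries. The thyroid and estrogen lists include the genes of these systems that it names as changed by BPA. The genes to be named were each gene the paper names in its results, the 5 DEGs per chemical that rose most and the 5 that fell most at the EC20 among those changed the same way in all 3 replicate pairs, the genes of the paper's TBBPA terms in Table 1 and its first mode, and DEGs of the lists. The alternatives were the fit without the replicate block, only the 6 libraries of a contrast, pseudocounts of 0.1 and 10, no filter on low values or a mean of at least 25, libraries centred on their medians, limma's treat, the count tests of edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 (Wald) on the whole reads, and each replicate left out in turn. For BMDs they were values adjusted for the replicate block, a trend p-value under 0.01 or BH-adjusted, values without the log, a benchmark response of 1.349 SD, only the linear, power and Hill models, no limit on BMDU/BMDL and Silverman's bandwidth. Added after seeing the data were the fit without replicate 3 at 4.83 µM BPA, DESeq2 with independent filtering at 0.05 in place of its default of 0.1, and BMDs from values without the log and without the filter. The default of 0.1 was kept as the planned form of DESeq2 after the counts of both forms had been seen.

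Lists of marker genes for 8 tissues or cell types and of the clock genes of the day and the night phase were used in the closing section, 10 lists in all. At 48.3 µM BPA, the median log2 fold changes of these lists were −0.86 for neurons, −1.16 for retina and lens, −0.69 for intestine, −0.30 for the night phase, −0.22 for liver, −0.12 for skeletal muscle, 0.04 for the day phase, 0.12 for exocrine pancreas, 0.26 for skin and 0.71 for erythrocytes without globins. With camera and BH adjustment over the 10 lists, the adjusted p-values were 1.18e-14, 4.25e-08, 0.0234, 0.00253, 0.538, 0.538, 0.875, 0.875, 0.582 and 0.000232 in the same order. Under fry, the lists of neurons, retina and lens, the night phase and erythrocytes also had an adjusted p-value under 0.05 (at most 0.0138), and intestine did not (0.306). At 2.92 µM TBBPA, the medians were −0.10 for neurons, −0.20 for retina and lens, −0.24 for intestine, −0.22 for the night phase, 0.66 for liver, 0.03 for skeletal muscle, −0.22 for the day phase, 0.54 for exocrine pancreas, 0.14 for skin and 0.14 for erythrocytes. Their adjusted p-values from camera were 0.0213, 1.21e-06, 0.0785, 9.38e-13, 1.55e-07, 0.241, 0.00895, 0.000188, 0.0267 and 0.0122. Those of retina and lens, both clock lists and erythrocytes held under fry (at most 0.0355).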

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

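The comparisons here are between 0.000292 µM TBBPA, the lowest concentration, and the CC, where the paper tested for DEGs only between the EC20 and the CC. The tests of replicate 2 alone, of a state shared with the highest concentration, of a wrong label and of other splits for the thyroid list were chosen only after the result was seen, and the reading of the test of replicate 2 was changed after its value was seen.

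At this concentration 5 genes were DEGs, all lower than in the CC, while 0 genes were DEGs at the 3 next concentrations (695, 934 and 966 with an unadjusted p-value under 0.05 in ascending order, against 1277 at 0.000292 µM). The 5 genes fall outside the rule for named genes and were chosen after their values were seen. The gene klf9 (ENSDARG00000068194) fell from 508 ± 33.4 to 272 ± 44.8 (SD, n = 3; log2 fold change −0.91, standard error 0.11, adjusted p = 0.00163 from limma with BH adjustment). The others were CISH (ENSDARG00000060316, from 298 ± 53.5 to 174 ± 42.6, adjusted p = 0.00485), ENSDARG00000117450 (from 20.8 ± 3.35 to 3.41 ± 3.31, adjusted p = 0.00615), si:dkey-201c13.2 (ENSDARG00000094696, from 199 ± 18.6 to 107 ± 11.9, adjusted p = 0.0107) and si:dkey-162h11.2 (ENSDARG00000117818, from 94.5 ± 9.80 to 42.8 ± 21.5, adjusted p = 0.0226), with the same test and n = 3. All 5 were lower in 3 of 3 replicate pairs. At 2.92 µM, klf9, si:dkey-201c13.2 and ENSDARG00000117450 were also DEGs, with log2 fold changes of −0.90, −0.94 and −1.36, and CISH fell by 0.56 on the log2 scale (adjusted p = 0.00929, limma with BH adjustment), under the fold change of a DEG. The fifth gene, si:dkey-162h11.2, went the other way at 2.92 µM, with a log2 fold change of 0.40 (adjusted p = 0.295, limma with BH adjustment).

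Of the 10 splits of the 6 libraries of the CC and 0.000292 µM, 1, the real one, gave as many DEGs. The other splits gave 0, with 623 to 1738 genes at an unadjusted p-value under 0.05, and the split with 1738 also parts all 3 replicate pairs. With 10 splits the share cannot fall under 0.1, so that chance cannot be told apart from an effect by this count. The number of calls depended on the replicates: without replicate 2, whose library at this concentration lies apart on principal component 2, 0 genes were DEGs (1162 with an unadjusted p-value under 0.05), against 24 without replicate 1 and 3 without replicate 3. The 5 genes were lower without replicate 2 too, with log2 fold changes of −0.80 for klf9, −0.87 for si:dkey-201c13.2, −0.74 for CISH and −0.95 for si:dkey-162h11.2, among genes chosen for their fall over all 3 replicates, and a fit with 2 libraries per group also loses calls by its size. Whether that library made the calls cannot be told apart from this loss. Without the replicate block 0 genes were DEGs (891 with an unadjusted p-value under 0.05), and with only the 6 libraries of the contrast 6 were, 3 of them lower. In that last setting 0.000292 µM does not stand out, with 13 DEGs at 0.292 µM, 1 at 0.0292 µM and 0 at 0.00292 µM (660 with an unadjusted p-value under 0.05).

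That klf9, si:dkey-201c13.2 and CISH lie low at the lowest and the highest concentration and not between may reflect a wrong label, the time of collection or a state of the larvae. Libraries of 2.92 µM under the label of 0.000292 µM would carry the rise of the hemoglobin list, which was 1.01 there and −0.049 at 0.000292 µM, and the values argue against this. A time of day at collection that differs from the CC would move the clock lists: the night-phase list had a median of −0.016 at 0.000292 µM (limma's camera with BH adjustment over the 2 clock lists, adjusted p = 0.0468, and 0.180 under fry) and the day-phase list −0.07, and with such small medians the time of day cannot be told apart from no shift. Across 18400 genes, which are not independent replicates, the change at 0.000292 µM against the next 3 concentrations had a correlation of 0.166 with the change at 2.92 µM, against 0.00572, −0.121 and −0.0824 for the other lower concentrations, and 0.0930, 0.251 and 0.0566 for replicates 1, 2 and 3. Of the 158 DEGs at 2.92 µM, 80 had the same sign at 0.000292 µM. A shared state cannot be told apart from chance by these values, since replicate 2 carries most of the correlation. An effect of the lowest concentration itself was not tested.

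The thyroid list had a median log2 fold change of −0.22 at 0.000292 µM, with 13 of 15 genes lower (limma's camera with BH adjustment over 5 lists, adjusted p = 0.000914, and 0.00224 under fry). Across 40 list tests at the lower concentrations of both chemicals, camera gave 12 adjusted p-values under 0.05, fry 1, and this list was the 1 that both gave. The gene klf9 is a member and its own call is described above. Each of the other 14 members had an adjusted p-value of at least 0.561 from limma with BH adjustment. The median was −0.14 (adjusted p = 0.0693) without replicate 1, −0.11 (adjusted p = 0.0301) without replicate 2 and −0.28 without replicate 3, by the same test. Over the alternatives tried, the adjusted p-value of the list lay between 6.80e-06 and 0.0693. In the fit with only the 6 libraries, fry gave an adjusted p-value of 0.539. Of the 10 splits, 1, the real one, gave as small a camera p-value, which cannot be told apart from chance, and a replicate that lies apart may contribute here too.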

How the results depend on the processing

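The direction of the list medians held under every alternative tried for the 5 BPA lists and the TBBPA hemoglobin and oxidant detoxification lists, and each kept its side of an adjusted p-value of 0.05. Their medians ranged up to −0.69 for the BPA thyroid list, from −0.97 to −0.70 for GABA, −0.92 to −0.17 for estrogen, 1.85 to 2.56 for hemoglobin and 0.34 to 0.46 for oxidant detoxification, and from 0.73 to 1.27 and 0.16 to 0.27 for TBBPA hemoglobin and oxidant detoxification. The adjusted p-value of the BPA GABA list was 0.00908 at most. The number of BPA genes with a BMD stayed within 1.5 times of 2930 under each of its alternatives, from 1959 to 3870.

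Under limma's treat, which tests against a 1.5-fold change, the counts were 362 BPA DEGs (108 at 2-fold), 0 TBBPA DEGs (0 at 2-fold) with 75 genes at an unadjusted p-value under 0.05, 0 DEGs at lower concentrations and 0 shared DEGs. That test asks more of each gene by its construction. Without the replicate block there were 69 TBBPA DEGs (21 at 2-fold), 29 of them shared with BPA, and 0 DEGs at lower concentrations. Of the paper's 91 TBBPA DEGs, 54 were then called, against 87, and the TBBPA DEGs were 2.99% of the BPA DEGs, against 6.55%. The list calls stayed as they were, and among the named genes and other results 13 of 45 became weaker. DESeq2's Wald test on the whole reads called 89 TBBPA genes (21 at 2-fold) and, with filtering at 0.05, added after seeing the data, 97 (28 at 2-fold). The median of the TBBPA estrogen list was −0.18 in both, the opposite direction from the 0.017 reported, and −0.15 without the filter on low values. The cause was not tested. Of the 158 TBBPA DEGs, 69 were also called without the block, 85 by DESeq2 and 148 by edgeR, and of the 2414 BPA DEGs 2266, 2361 and 2321. With only the 6 libraries of each contrast, 20 genes were DEGs at lower concentrations (13 at 0.292, 1 at 0.0292 and 6 at 0.000292 µM TBBPA), and with genes of a mean of at least 25, 33 TBBPA DEGs passed 2-fold.

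The TBBPA thyroid list passed an adjusted p-value of 0.05 under fry (median −0.15, adjusted p = 0.0123), with edgeR's fit (−0.14, adjusted p = 0.0350), with a mean of at least 25 (−0.18, adjusted p = 0.0154) and without replicate 3 (adjusted p = 0.0211), each from limma's or edgeR's fit with BH adjustment. Its adjusted p-value lay between 0.0123 and 0.272 over the alternatives. Across the fits that each left out one replicate its median ranged from −0.16 to −0.10, that of TBBPA GABA from −0.17 to −0.059 (not past 0.05 without replicate 2) and that of TBBPA estrogen from −0.062, without replicate 3, to 0.043, without replicate 2. The cause was not tested.

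Leaving out one replicate, or replicate 3 at 4.83 µM BPA alone, moved the counts from 1169 to 3559 BPA DEGs (707 to 1482 at 2-fold), from 19 to 114 TBBPA DEGs (7 to 56 at 2-fold), from 0 to 24 DEGs at lower concentrations and from 8 to 71 shared DEGs. With 2 libraries per group these fits have fewer samples by construction. The lowest BPA counts came without replicate 2 and the lowest TBBPA counts without replicate 3. The tPOD (10th) ranged from 0.0222 to 0.269 µM for BPA and from 0.000672 to 0.000975 µM for TBBPA, and the tPOD (mode) from 0.0191 to 0.0266 µM and from 0.000834 to 0.00109 µM. The share of DEGs with a BMD ranged from 90.0% to 95.3% for BPA and from 80.5% to 92.1% for TBBPA. The gene THRA (ENSDARG00000052654), whose change with BPA was within the spread between replicates, had a log2 fold change of 0.047 without replicate 1, the opposite direction, and −0.33 without replicate 2.

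The BMD results depended on each step. With BH-adjusted Williams p-values, 2001 BPA and 2 TBBPA genes had a trend, 2 TBBPA genes kept a BMD, the tPOD (10th) was 0.338 and 0.0311 µM, the BPA tPOD (mode) 0.0276 µM, and 80.0% and 1.27% of the DEGs had a BMD. No mode was found for TBBPA there. A Williams p-value under 0.01 gave 200.0 TBBPA trend genes and 183 with a BMD, BPA tPODs of 0.348 and 0.0275 µM, and 84.8% and 71.5% of DEGs with a BMD. Values adjusted for the replicate block gave tPODs of 0.241 (10th) and 0.0244 µM (mode) for BPA and 0.00138 µM (10th) for TBBPA. Without the log, the BPA tPODs were 0.485 and 0.314 µM with 93.5% of DEGs with a BMD, and the TBBPA tPOD (mode) was 0.00148 µM. With a pseudocount of 10, they were 0.453 and 0.309 µM for BPA and 0.0230 and 0.0206 µM for TBBPA, from 270.0 trend genes and 239 BMDs. Without the filter on low values, they were 0.293 and 0.0250 µM for BPA and 0.00139 µM (10th) for TBBPA, from 993 trend genes and 740.0 BMDs. Genes with a mean of at least 25 gave 0.478 and 0.315 µM for BPA and 0.0200 µM (10th) for TBBPA, from 287 trend genes and 260.0 BMDs. The higher benchmark response gave 0.551 and 0.438 µM for BPA and 0.00315 and 0.00184 µM for TBBPA. The linear, power and Hill models alone gave 6.14 and 13.3 µM for BPA and 0.754 and 1.21 µM for TBBPA. Without a limit on BMDU/BMDL, they were 0.347 and 0.0271 µM for BPA and 0.00132 µM (10th) for TBBPA, and Silverman's bandwidth gave a BPA tPOD (mode) of 0.322 µM. Values without the log and without the filter, added after seeing the data, gave a BPA tPOD (mode) of 0.309 µM, 93.8% of BPA DEGs with a BMD, 1082 TBBPA trend genes, 830.0 BMDs, and TBBPA tPODs of 0.00152 and 0.00149 µM. Fewer or more genes enter the fits by construction in the filters and Williams thresholds, and for the other settings the cause was not tested.

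Of 702 other alternatives of named genes and other results, 528 left the result on its side of its threshold in the same direction, 133 made it weaker, 12 stronger, 28 moved it and 1 reversed it. The depth limits genes with few reads: CYP19A1 had at most 4 reads per library in the BPA CC, which leaves a lower bound of 1.01-fold for its decrease.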

Differences from the paper's values

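The paper's count of TBBPA DEGs at the EC20 is 91, and 158 were found here. Of the alternatives set before the data were examined, the fit without the replicate block (69 genes), the fit without the filter on low values (130), DESeq2's Wald test on the whole reads (89) and the fit without replicate 2 (114) are within 1.5 times of the paper's count, and the others are not. DESeq2 with independent filtering at 0.05, chosen after seeing the values, gave 97. DESeq2 is the tool the paper names, and for BPA it gave 2824 DEGs here, the paper's count.

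At a 2-fold change, the paper's count for TBBPA is 21, and 52 were found here. The fit without the replicate block gave 21, DESeq2's Wald test 21 and the fit without replicate 1 gave 18, all within 1.5 times of the paper's. The other alternatives set before the data were examined did not close the gap, and DESeq2 with filtering at 0.05, chosen after seeing the values, gave 28.

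For TBBPA genes with a BMD, the paper's number is 720, and 428 were found here. Values adjusted for the replicate block (543 genes), values without the log (488), no filter on low values (740) and no limit on BMDU/BMDL (491) come within 1.5 times of the paper's number, and the other alternatives set before the data were examined do not. Values without the log and without the filter, chosen after seeing the values, gave 830.

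The paper's tPOD (10th) of BPA is 0.612 µM, and 0.394 µM was found here. Values without the log (0.485 µM), a pseudocount of 10 (0.453 µM), genes with a mean of at least 25 (0.478 µM) and the higher benchmark response (0.551 µM) are within 1.5 times of it, and the other alternatives set before the data were examined are not. Values without the log and without the filter, chosen after seeing the values, gave 0.396 µM.

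For TBBPA, the paper's tPOD (10th) is 0.019 µM and its tPOD (mode) 0.017 µM, and 0.00222 and 0.00134 µM were found here. A pseudocount of 10 gave 0.0230 and 0.0206 µM, within 1.5 times of both. Genes with a mean of at least 25 gave 0.0200 µM for the tPOD (10th), also within 1.5 times, and 0.00142 µM for the mode, which is not. None of the other alternatives set before the data were examined closed either gap.

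In the log10 range of the first mode that the paper used, the paper counts 372 BMDs for BPA, and 223 were found here. Values adjusted for the replicate block (360), no filter on low values (282), no limit on BMDU/BMDL (260) and the fits without replicate 1 (284) or replicate 3 (283) are within 1.5 times of it. For TBBPA the paper counts 102, and 34 were found here. Only values adjusted for the replicate block (71) came within 1.5 times of it, among the alternatives set before the data were examined. Values without the log and without the filter, chosen after seeing the values, gave 295 for BPA, which is within 1.5 times, and 61 for TBBPA, which is not.

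The paper counts esrrga, pth1b and cyp19a1b among the genes affected by BPA at the EC20. The adjusted p-value of esrrga (ENSDARG00000004861) was 0.108 here (limma, BH). It was a DEG with only the 6 libraries of the contrast (adjusted p = 0.00537), with DESeq2's Wald test (0.0286, also with filtering at 0.05, chosen after seeing the values), without replicate 3 (0.00137) and without replicate 3 at 4.83 µM, chosen after seeing the values (2.69e-05). The gene pth1b (ENSDARG00000091961) was not tested at the filter used, and it was a DEG without the filter on low values (adjusted p = 0.000456, limma with BH adjustment) and with DESeq2's Wald test (adjusted p = 0.00233). CYP19A1 (ENSDARG00000041348) was not tested either. Without the filter its adjusted p-value was 0.264 (limma, BH), DESeq2 gave none, and none of the settings run called it. The names used here do not tell which aromatase copy this identifier is. It may not be the paper's cyp19a1b, so these values do not contradict the paper's call.

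The paper reports no thyroid-related DEGs with TBBPA. The gene klf9, which belongs to the thyroid list used here, was a DEG at 2.92 µM, with an adjusted p-value of 0.000692 (limma, BH). It is also among the 91 DEGs in the authors' supplement, so that the difference lies in which genes are counted as thyroid-related. The paper places the sensitivity of thyroid-related genes in the first mode with thraa, dio1 and pth1b. THRA (ENSDARG00000000151) and DIO1 lay there here, and pth1b had no BMD at the filter used and one of 0.158 µM without it.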

Other observations

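The tests of sequencing depth, of an effect of 4.83 µM and of nervous tissue for the library below, of the axis behind its genes, of globin copies, of the time of day at 2.92 µM TBBPA, of the bunching and the curve shapes of BMDs, and of chance trends without that library were chosen only after the results were seen. Rules for reading the values of the tests of nervous tissue, of an effect of 4.83 µM, of the time of day, of a shared state and of the bunching of BMDs were also changed after their values were seen.

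Other splits of the libraries were counted for each comparison of 3 libraries with 3, where 10 splits exist and no share under 0.1 can be had, so that none of them can exclude chance. For BPA DEGs, 1 of the 10 splits gave as many genes, and another split gave at most 22. For TBBPA DEGs, 1 of 10 gave as many and the others 0, and for shared DEGs 1 of 10 did. Among the splits that part all 3 replicate pairs, the real one is 1 of 4. As small a camera p-value came from 1 split for the BPA thyroid list, 4 for estrogen, 2 for GABA, 1 for hemoglobin and 2 for oxidant detoxification, and for TBBPA from 3, 6, 3, 1 and 1 in the same order of lists. Exchanging the concentrations within each replicate, 3 of 101 assignments gave as many BPA trend genes as the real one (it included) and 1 of 101 as many genes with a BMD, and for TBBPA 3 and 1 of 101.

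Replicate 3 at 4.83 µM BPA had 3432 genes at least 2-fold below, and 727 above, the 2 other libraries of its group. Low depth is argued against, since it had 6990605 reads on genes and 5 other BPA libraries had fewer. An effect of 4.83 µM is argued against by the median log2 difference from the CC of 0.12 in the other 2 libraries (0.186 and 0.0554) over the 3471 genes at least 2-fold lower in it than in the libraries at 0.483 µM, a choice that did not use the other 2 libraries. In replicate 3 these genes lay at −1.87. A library of 48.3 µM under its label would carry the genes that rose there, which had a median of 0.31 against 1.41 at 48.3 µM. Less nervous tissue would lower the neuron markers and raise those of all other tissues alike. The medians of the 7 other tissues were positive, from 0.31 for erythrocytes to 1.00 for liver, and most of their interquartile ranges overlapped, but 3 of 21 pairs did not, all of them between exocrine pancreas (0.75 to 1.25) and intestine, skin or erythrocytes. Among these 7 lists, this argues against less nervous tissue as the whole cause by the pancreas list alone, and a change in the pancreas stays open. The neuron markers lay at −0.23 (interquartile range −0.79 to 0.09) and the day-phase clock list at −2.25. The 3471 genes, chosen as low in this library, lay at −1.87 against the CC, under the range of the neuron markers. For these genes, this also argues against less nervous tissue as the whole cause. The library had the fewest genes with reads of the BPA series, 21427. Its share of reads on the 10 and 100 most abundant genes was the largest, 20.4% and 46.8%. Replicate 2 of the CC had the next largest shares, 18.7% and 43.1%, but not the next fewest genes with reads. The origin of the difference stays open. A difference in the larvae, in the clutch or in RNA or library quality was not tested.

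The 3471 genes above were somewhat lower at 48.3 µM too, with median log2 differences from the CC of −0.18, −0.55 and −0.24 in its 3 libraries. The reverse did not hold: the 506 genes that fell at least 2-fold at 48.3 µM, with a median of −1.31 there, had a median of 0.09 in replicate 3 at 4.83 µM against its siblings. Across genes, which are not independent replicates, the difference of that library from its siblings had a correlation of 0.258 with the change at 48.3 µM, against at most 0.0844 for the other lower-concentration libraries. An axis of variation that is also present without exposure may carry part of this: replicate 2 of the CC, against the other CC libraries, had a correlation of 0.516 with the odd library's difference, and the 3409 genes of this axis had a median log2 fold change of −0.31 at 48.3 µM. With the score of each library on this axis as a covariate, 3105 genes were DEGs, 2290 of them among the 2414, and 105 of the 1195 lower DEGs lay on the axis. The GABA list stayed past its threshold with the covariate (camera with BH adjustment, adjusted p = 8.32e-07, 21 DEGs). The score was −1.99 for replicate 3 at 4.83 µM and from −0.449 to 0.329 for the other libraries. The covariate thus rested mainly on that library, and the test cannot tell whether milder variation along the axis lowered the GABA list. Less nervous tissue RNA in the exposed larvae is a candidate explanation for the GABA list, since the neuron markers fell by 0.86 at 48.3 µM, with 18 of 30 genes DEGs, all lower. A change of expression within neurons was not tested and stays open. The thyroid list fell as well, with a median of −0.97, and whether less nervous tissue RNA bears on it was not tested. Over the tissue marker lists, medians at 48.3 µM ranged from −1.16, for retina and lens, to 0.71, for erythrocytes.

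Globin genes rose at the EC20 of both chemicals. Reads moved between near-identical copies would leave their sum as it was, but the sum rose by 2.06 on the log2 scale with BPA and by 0.99 with TBBPA. More red blood cells, or more RNA of these cells, may explain part of the rise, since erythrocyte markers other than globins had a median of 0.71 with BPA and 0.14 with TBBPA. Higher transcription of globins within the cells was not tested.

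The clock-related genes klf9 and nfil3-6 (ENSDARG00000087188), the latter chosen after its values were seen, fell at 2.92 µM TBBPA, nfil3-6 by 0.71 on the log2 scale. Collection at another time of day could do this. If the day- and night-phase lists peak at opposite times, it would move them in opposite directions. The phases of their genes in these larvae were not checked. Without nfil3-6, the day-phase list had a median of −0.22 (1 of 9 higher) and the night-phase list −0.22 (1 of 22 higher), with adjusted p-values from limma's camera with BH adjustment over the 2 lists of 0.0540 and 1.88e-13 (0.0686 and 9.59e-06 under fry). The day-phase list did not rise, which speaks against a shift in time only if the lists peak at opposite times. Its fall is not past 0.05 in either test, so that the time of day cannot be told apart from an effect of TBBPA on these genes.

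Many BMDs lay more than 100-fold below the EC20, 326 for BPA and 82 for TBBPA. Chance trends among the genes tested may give such numbers: with the CC and the 4 lower concentrations exchanged within each replicate and the EC20 left in place, 74 of 100 draws gave as many for BPA (median 430.5) and 96 of 100 for TBBPA (median 125.5). Without replicate 3 at 4.83 µM the number was 526, so that this library is argued against as the cause, and 55 of 100 draws gave as many (median 536.5). When the EC20 was exchanged too, 9 of 100 draws gave as many for BPA (median 50.5) and 16 of 100 for TBBPA (median 45.5). Those draws also held fewer trend genes, with medians of 236 against 3013 for BPA and 174 against 512 for TBBPA. Curve shapes that only the polynomial and exponential models allow are also a candidate explanation, since with the linear, power and Hill models 6 BMDs for BPA and 11 for TBBPA lay as low. The share of BMDs less than 2-fold under a tested concentration was 26.8% for BPA and 37.1% for TBBPA. BMDs spread evenly on the log scale would give 30.1%. The BPA share pools concentrations that differ. Bins of log10 BMD from −0.6 to −0.3, just under 0.483 µM, held 65, 56 and 38 genes. Those from −0.9 to −0.6 held 5, 7 and 28. Just under 48.3 µM, the bins from 1.4 to 1.7 held 90, 31 and 2 genes. Those from 1.1 to 1.4 held 405, 355 and 176. BPA BMDs thus bunched under 0.483 µM and not under 48.3 µM. Whether the spacing of the concentrations shapes these shares and counts was not tested, since the draws have the same spacing. The draws with the EC20 left in place keep the change there, and none of the draws excludes a gene with an effect at a lower concentration.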
